# Interconnections Between RNA-Processing Pathways Revealed by a Sequencing-Based Genetic Screen for Pre-mRNA Splicing Mutants in Fission Yeast

**DOI:** 10.1534/g3.116.027508

**Published:** 2016-03-25

**Authors:** Amy Larson, Benjamin Jung Fair, Jeffrey A. Pleiss

**Keywords:** *Schizosaccharomyces pombe*, genetic screen, genomics, heterochromatin, pre-mRNA splicing

## Abstract

Pre-mRNA splicing is an essential component of eukaryotic gene expression and is highly conserved from unicellular yeasts to humans. Here, we present the development and implementation of a sequencing-based reverse genetic screen designed to identify nonessential genes that impact pre-mRNA splicing in the fission yeast *Schizosaccharomyces pombe*, an organism that shares many of the complex features of splicing in higher eukaryotes. Using a custom-designed barcoding scheme, we simultaneously queried ∼3000 mutant strains for their impact on the splicing efficiency of two endogenous pre-mRNAs. A total of 61 nonessential genes were identified whose deletions resulted in defects in pre-mRNA splicing; enriched among these were factors encoding known or predicted components of the spliceosome. Included among the candidates identified here are genes with well-characterized roles in other RNA-processing pathways, including heterochromatic silencing and 3ʹ end processing. Splicing-sensitive microarrays confirm broad splicing defects for many of these factors, revealing novel functional connections between these pathways.

The protein-coding regions of most eukaryotic genes are interrupted by noncoding introns, which must be precisely removed from the pre-mRNA in order to generate a translatable message. This essential process is carried out by the spliceosome, a dynamic macromolecular machine that recognizes specific sequence elements within the pre-mRNA, such as the short consensus sequences that mark intron boundaries, and catalyzes intron removal (Will and Lührmann 2011). At its core, the spliceosome is composed of five snRNA-protein complexes (snRNPs), each comprised of a single RNA and multiple core protein factors. In addition, the human spliceosome associates with upwards of 200 auxiliary splicing proteins that aid in proper recognition of splice sites and catalysis (Wahl *et al.* 2009).

Over the last decade, it has become increasingly clear that splicing is integrated with other steps of pre-mRNA synthesis and maturation. Studies from yeast to humans suggest that the majority of splicing occurs cotranscriptionally while the RNA is still tethered to the polymerase (Core and Lis 2008; Pandya-Jones and Black 2009; Carrillo Oesterreich *et al.* 2010; Ameur *et al.* 2011; Khodor *et al.* 2011). Accordingly, multiple lines of evidence support the idea that transcriptional dynamics influence the splicing process. Mutations that alter polymerase elongation rate yield different splicing patterns (de la Mata *et al.* 2003; Dujardin *et al.* 2014), suggesting a kinetic coupling between transcription rate and the ability of splicing factors to recognize and act upon splice sites. Genome-wide studies have also demonstrated that transcriptional pausing coincides with the splicing process (Core and Lis 2008; Alexander *et al.* 2010). In addition to a kinetic coupling of elongation and splicing, biochemical studies have shown that the C-terminal domain (CTD) of RNA polymerase II can directly interact with splicing components (Vincent *et al.* 1996; Misteli and Spector 1999), and that posttranslational modifications of the CTD can differentially impact recruitment of splicing components (Morris and Greenleaf 2000; Muñoz *et al.* 2010; David and Manley 2011). The chromatin environment encountered by the transcribing polymerase can also influence splicing, and genome-wide nucleosome positioning data from fission yeast to humans reveal an enrichment of nucleosome density in exons over introns (Schones *et al.* 2008; Andersson *et al.* 2009; Spies *et al.* 2009; Tilgner *et al.* 2009; Wilhelm *et al.* 2011; Iannone *et al.* 2015). The mechanistic link between chromatin state and splicing could be explained, in part, by the relation between chromatin state and polymerase kinetics (Li *et al.* 2007; Luco *et al.* 2011), but might also reflect direct interactions between chromatin marks and splicing factors. For example, the H3K4me3 mark interacts with the U2 snRNP through interactions with the adapter protein CHD1 (Sims *et al.* 2007). In addition to chromatin-based interactions, it is clear that the cleavage and polyadenylation machinery at the 3ʹ end of transcripts can interact with splicing components to influence splicing. In higher eukaryotes, identification of splice sites in terminal introns requires interactions between splicing components and the cleavage and polyadenylation machinery (Berget 1995). Recently, the cleavage and polyadenylation factor CPSF1 was found to regulate alternative splicing in human T-cells (Evsyukova *et al.* 2013). These interconnections between splicing and other nuclear processes underscore the need for unbiased genome-wide approaches to identify the full complement of factors that functionally impact spliceosomal activity.

The fission yeast, *Schizosaccharomyces pombe*, provides a powerful genetic system in which to examine the splicing pathway. Like the budding yeast, *Saccharomyces cerevisiae*, fission yeast is genetically tractable, allowing for easy manipulation of its genome. The *S. cerevisiae* genome, however, has shed most of its introns, with only ∼300 introns remaining (Kupfer *et al.* 2004). In contrast, over 5000 introns have been identified in the *S. pombe* genome, and over 1000 genes are interrupted by multiple introns (Wilhelm *et al.* 2008; Rhind *et al.* 2011). Furthermore, whereas splice site sequences in budding yeast introns tend to conform to a strict consensus sequence, *S. pombe* splice sites are characterized by a far higher level of degeneracy (Kupfer *et al.* 2004), more closely resembling the degeneracy seen in human splice sites. Perhaps accordingly, sequence homology identifies many auxiliary components of the human spliceosome, such as SR proteins, that are present in the *S. pombe* genome but have been lost in the *S. cerevisae* lineage (Käufer and Potashkin 2000; Webb *et al.* 2005). These properties suggest that regulation of pre-mRNA splicing in *S. pombe* may be more similar to that seen in humans than in *S. cerevisiae* (Ram and Ast 2007). Indeed, some transcripts in *S. pombe* are subject to mammalian-like, environmentally regulated exon skipping (Awan *et al.* 2013), and others respond to insertion of mammalian splicing enhancer elements (Webb *et al.* 2005). Moreover, similar to observations in mammalian cells, widespread activation of cryptic splice sites has been demonstrated in *S. pombe*, highlighting the flexibility in the *S. pombe* spliceosome for selecting splice sites (Bitton *et al.* 2015; Stepankiw *et al.* 2015). Although these features highlight the potential of *S. pombe* to serve as a model for understanding the complex splicing seen in higher eukaryotes, the precise factors responsible for regulating these splicing events remain largely unknown.

Components of the *S. pombe* spliceosome have been identified using a variety of approaches. Genetic screening of randomly mutagenized strains identified numerous core splicing factors (Potashkin *et al.* 1989; Rosenberg *et al.* 1991; Alahari *et al.* 1993; Habara *et al.* 1998), and biochemical purifications followed by mass spectrometry have greatly added to the list of components (Ohi *et al.* 2002; Chen *et al.* 2014). Although these strategies successfully identified core components of the spliceosome, they have been less effective at identifying factors that functionally connect splicing with other nuclear processes. More recently, a high-throughput genetic interaction mapping strategy examining nonessential *S. pombe* genes identified strong genetic interactions between U2 snRNP components of the spliceosome and chromatin remodeling enzymes, such as the SWI/SNF complex (Patrick *et al.* 2015), suggesting that a mechanistic coupling between chromatin modification and splicing also exists in *S. pombe*. In addition, recent systematic genome-wide yeast-two-hybrid interaction mapping strategies have correctly identified a handful of *S. pombe* genes as factors in the splicing pathway, based on physical interactions with known spliceosome components (Ren *et al.* 2011; Vo *et al.* 2016). These high-throughput genetic and physical interaction strategies can yield a wealth of information and strongly hint at a gene’s involvement in the splicing pathway, but they do not provide a direct functional test of a factor’s impact on splicing.

We have previously described a reverse-genetic screening methodology in *S. cerevisiae* that couples high-throughput sample processing with quantitative RT-PCR to enable direct measurements of the splicing efficiency of endogenous pre-mRNA transcripts in the background of thousands of mutant strains (Albulescu *et al.* 2012). In addition to identifying the majority of known splicing mutants, this work successfully identified splicing defects associated with components of the SWI/SNF complex, as well as with components of the cleavage and polyadenylation machinery, confirming both the sensitivity of this approach and the evolutionarily conserved nature of these functional interactions. Here, we present the results of a study designed to identify nonessential genes in the *S. pombe* genome whose deletion impacts the splicing efficiency of endogenous transcripts. We have developed and implemented a sequencing-based approach for monitoring splicing efficiency in the background of thousands of *S. pombe* strains, and describe the functional significance of those mutants identified.

## Materials and Methods

### Strains and cell growth

All strains examined here were from the haploid deletion library from Bioneer (Kim *et al.* 2010), representing 3020 individual gene deletions, a complete list of which is available in Supplemental Material, Table S1. All strains were grown in supplemented rich growth medium (YES) at 32°, according to standard procedures (Forsburg and Rhind 2006), unless otherwise noted. Strains were recovered from glycerol stocks on solid media supplemented with 200 µg/ml G418. A manual pinning tool (V&P Scientific, cat.#: VP384FP6) was used to transfer cells from solid media into 384-well microtiter plates (Greiner BioOne, cat.#: 781271) for growth in liquid media. Liquid cultures were grown in an Infors HT Multitron plate shaker at 900 rpm with 80% constant humidity. Breathable adhesive tape (VWR, cat.#: 60941-086) was used to seal the plates and reduce evaporation. Because the growth rates of the strains being used varied substantially, an approach was developed to enable the collection of a similar number of actively growing cells for every strain. Initial cultures (150 µl) of all strains were grown in microtiter plates for 2 d, allowing nearly all strains to reach saturation. The cell density for most strains is similar at saturation, allowing us to effectively ‘normalize’ cell numbers. Using a liquid handling robot (Biomek NX), 2 µl of saturated culture was used to inoculate 150 µl of fresh media in duplicate to create biological replicate cultures for each strain. After inoculation, cells were allowed to grow for 8 hr, allowing most strains to reach A_600_ values near 0.5. Cells were harvested by centrifugation at 5000 × *g* for 5 min, and pellets were flash frozen in liquid N_2_ and stored at –80° until further processing.

### cDNA synthesis and library preparation

RNA was isolated from cell pellets and cDNA was synthesized using random ninemers for primers, as previously described (Albulescu *et al.* 2012). The resulting cDNA was amplified by two sequential PCR reactions to generate products compatible with the Illumina HiSeq2000 Flow Cell as follows. For each cDNA sample, a 12 µl PCR reaction was prepared containing 1 × Phusion HF buffer (New England Biolabs), 1 × Phusion enzyme, 250 nM forward primer with custom plate-specific barcodes, 250 nM reverse primer, and 1% of the cDNA reaction. The plate-specific barcode sequences were designed as previously described (Mamanova *et al.* 2010). A complete list of the primers used in this study is available in Table S2. Cycling conditions for this first PCR reaction were as follows: 95**°** for 3 min, then an empirically determined number of cycles of 98**°** for 15 sec, 62**°** for 20 sec, and 72° for 30 sec. The number of amplification cycles required was determined in a separate QPCR reaction as the minimum number of cycles necessary to generate a detectable fluorescence signal; required cycle numbers varied from 18–21 for the different primers and plates. The products resulting from this first PCR contained plate-specific barcodes, but no well-specific barcodes (see Figure 1). For each target, the products from each plate of this first PCR reaction were pooled into a single 384-well microtiter plate, and 0.5 µl was used to seed a second PCR reaction (15 µl), during which well-specific Illumina-Nextera barcodes and Illumina Flow Cell binding sites were appended. This reaction contained 1 × Phusion HF buffer (New England Biolabs), 1 × Phusion enzyme, 200 nM forward Nextera index primer, and 200 nM Nextera reverse index primer. Cycling conditions were as follows: 95**°** for 3 min, then 5 cycles of 98**°** for 15 sec and 68**°** for 60 sec. The PCR products were pooled, concentrated via ethanol precipitation, purified using glass fiber spin columns (Zymo Research), and separated on a 6% native acrylamide gel. Materials of the expected molecular weight ranges were excised from the gel and recovered by soaking crushed gel bits in 0.3 M sodium acetate followed by ethanol precipitation. The resulting DNA precipitate was dissolved in 25 µl water and sequenced on the Illumina HiSeq2000 with the assistance of the Cornell University Biotechnology Resource Center.

**Figure 1:**
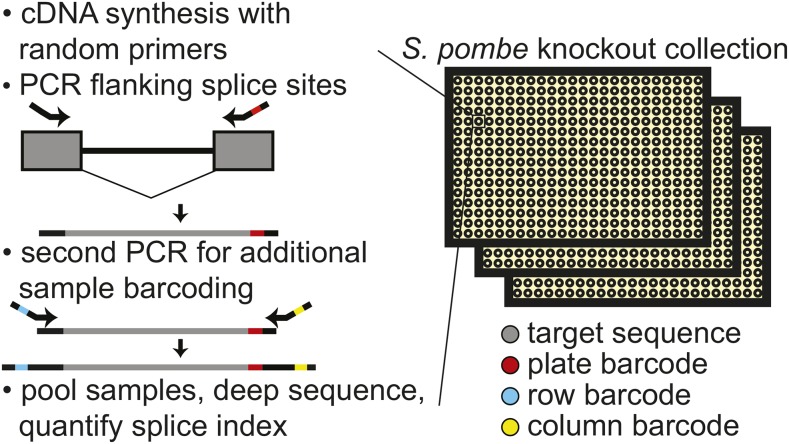
Schematic of workflow for quantitatively measuring splicing in the fission yeast deletion collection. After cell growth, RNA isolation, and cDNA synthesis with random primers, consecutive PCR reactions are performed using primers that flank an intron to amplify both spliced and unspliced RNA while appending sample specific barcodes and Illumina compatible ends. Estimates of splicing efficiency in each strain are determined by counting the number of spliced and unspliced sequencing reads derived from each sample. cDNA, complementary DNA; PCR, polymerase chain reaction.

### Data processing

Reads were demultiplexed using a combination of Nextera-specific indices and custom plate-specific barcodes (Mamanova *et al.* 2010) within the insert read. The bwa-mem aligner (Li and Durbin 2009) was then used to align reads to a custom index containing both the spliced and unspliced isoforms of the two targets. A splice-index (SI) was calculated for *fet5*_intron1 and *pwi1*_intron2 in each sample by comparing the number of reads mapped to the unspliced isoform *vs.* the spliced isoform as follows:

$$SI=\frac{unspliced\;read\;count}{spliced\;read\;count}$$

To determine SI relative to wild type while accounting for plate to plate variation, we assumed that the median SI within each 384-well plate was representative of wild type. Therefore, the relative SI was calculated as:

$$SI_{relative}=\frac{SI}{SI_{PlateMedian}}$$

After determining the SI for each biological replicate, we filtered our dataset to include only those samples for which the standard deviation between the *log_2_(SI_relative_)* was less than 1, and for which the combined read count was greater than 1000. A total of 3007 and 3005 strains (99.6% and 99.5%) passed these quality scores for the *fet5*_intron1 and *pwi1*_intron2 datasets, respectively. In order to determine the subset of strains which exhibited a *log_2_(SI_relative_)* that was statistically significantly different from wild type, we considered how the precision of our *SI_relative_* measurements varied as a function of read count. In concept, this approach has similarities to algorithms commonly used for RNA-seq analysis, which empirically estimate noise within a dataset to identify significant changes in gene-expression (Love *et al.* 2014). The log_2_-transformed *SI_relative_* values were plotted as a function of log-transformed read count for each sample (see Figure 2). The dataset was then divided into 20 equal sized bins based on read count. Using the mean and standard deviation within the bins as data points, spline interpolation was used to estimate the log_2_-transformed mean (${µ}_{interpolated}$) and standard deviation ($\sigma_{interpolated}$) of SI_rel_ measurements at any given read count under the null hypothesis. For each strain, a *P*-value was then estimated by defining a Z-score as follows:

**Figure 2:**
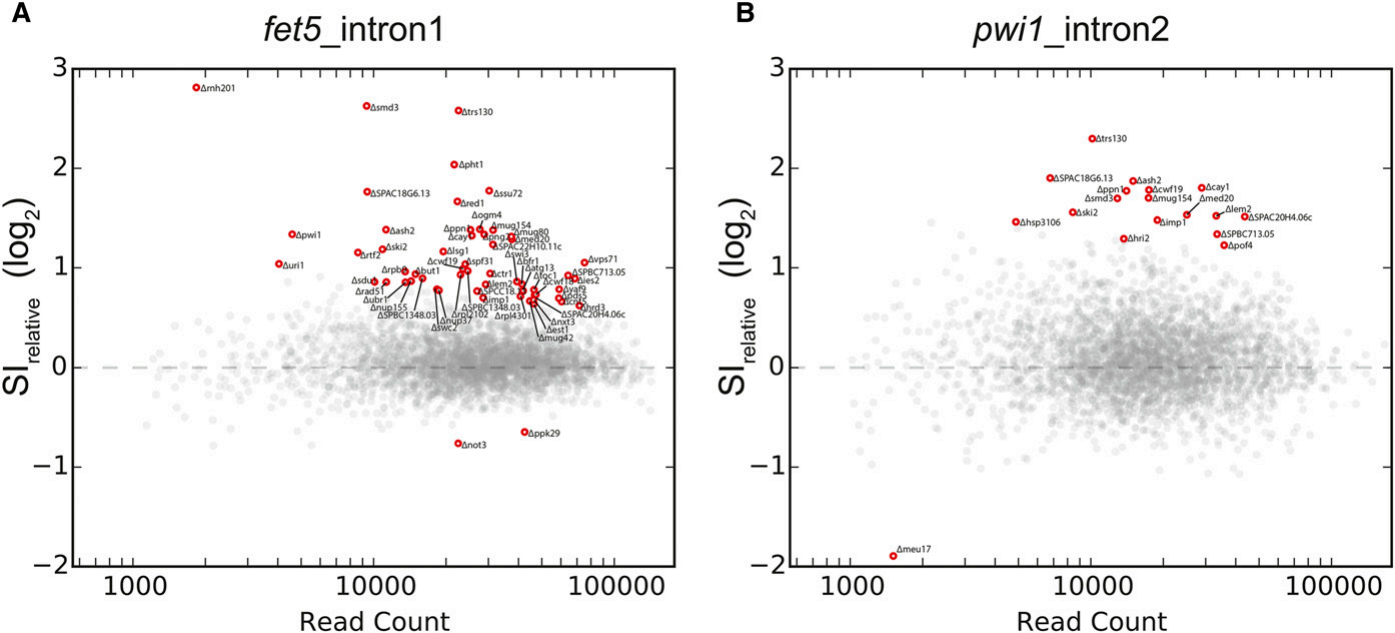
Relative splice index measurements in deletion strains. The relative splice index for *fet5*_intron1 (A) or *pwi1*_intron2 (B) is plotted as a function of read count for each of the ∼3000 strains examined. Strains that significantly differed from wild type after multiple hypothesis correction are colored red and labeled. A total of 61 strains were identified as having a significantly different splice index measurement for either *fet5*_intron1 or *pwi1*_intron2.

$$Z=\;\frac{\log_{2}\left(SI_{relative}\right)-{µ}_{interpolated}}{\sigma_{interpolated}}$$

Strains were called as significant if the Benjamini-Hochberg corrected *P*-value was below 0.05. The 95% confidence intervals in Figure 3 represent *log_2_(SI_relative_)* ± *2σ_interpolated_* given the read depth of that strain. The complete set of raw read counts and processed data for each strain are available in Table S1.

**Figure 3:**
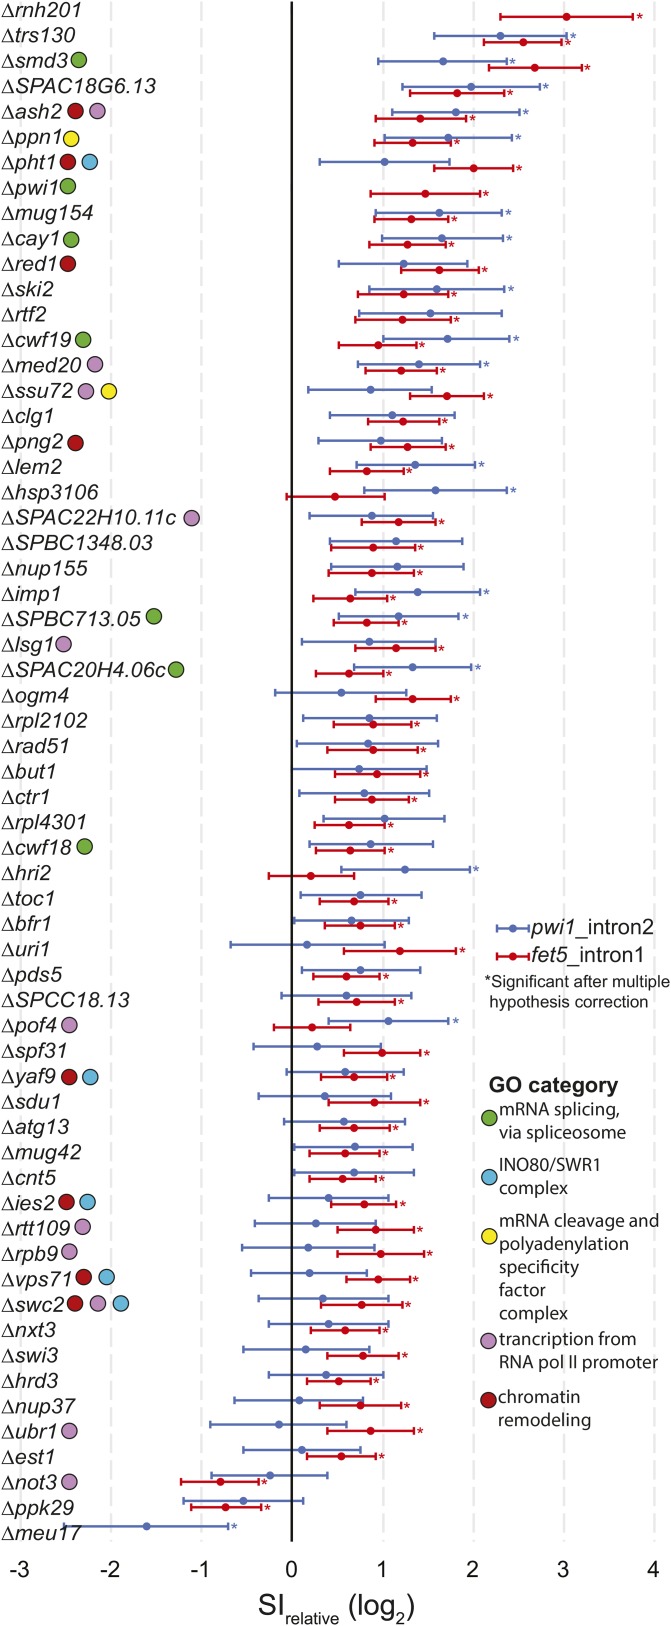
Gene deletions that result in significant splice index changes in either *fet5*_intron1 or *pwi1*_intron2. The measured relative splice index is shown for *fet5*_intron1 and *pwi1*_intron2, with 95% confidence intervals for the 61 gene deletion strains that were significantly different than wild type for at least one of the splicing events examined. Notable Gene Ontology (GO) categories are indicated. mRNA, messenger RNA; RNA pol II, RNA polymerase II; SI, splice-index.

### Splicing sensitive microarrays

All microarrays were performed as two-color arrays comparing mutant and wild-type strains, each grown under identical conditions. Briefly, strains were grown to saturation at 30**°**, then back-diluted in 25 ml cultures and allowed to grow at 30**°** until they reached an optical density of A_600_ ∼0.5. Total cellular RNA samples were isolated, converted into cDNA, fluorescently labeled, and hybridized to the array as previously described (Inada and Pleiss 2010). Biological replicate microarrays were performed for most mutant strains, with average expression measurements between biological replicates being presented in the figures. Both raw and processed microarray data are available through GEO using accession number GSE79153.

### Data availability

The authors state that all data necessary for confirming the conclusions presented in the article are represented fully within the article.

## Results and Discussion

Here, we sought to identify the full complement of nonessential genes that impact pre-mRNA splicing efficiency in *S. pombe*, an organism whose splicing properties closely resemble those seen in higher eukaryotes (Ram and Ast 2007). To quantitatively measure the impact of mutations on the splicing pathway, we designed an assay that would allow for high-sensitivity detection of both spliced and unspliced isoforms in thousands of unique samples (see Figure 1). Briefly, cDNA from a given sample was used as template for a PCR reaction using primers that flank a splicing event, enabling amplification of both spliced and unspliced isoforms. By appending appropriately barcoded sequences, the resulting material was subjected to deep sequencing to count the number of molecules corresponding to both the spliced and unspliced isoforms for each sample. To demonstrate that this approach could provide a quantitative representation of the underlying species, we measured isoform ratios for samples that contained known ratios of different spliced isoforms. Across a large range of relative isoform abundances, this sequencing-based approach gave results that were both highly accurate and precise (Figure S1).

After determining that this sequencing approach was sensitive and quantitative, we turned to examining each of the ∼3000 deletion strains available within the *S. pombe* haploid deletion collection (Kim *et al.* 2010) to identify novel factors whose disruption impacts splicing. Primers were designed that would allow for the determination of the splicing efficiency of two introns: the single intron in the *fet5* transcript, a predicted GTPase involved in RNA polymerase localization, and the second intron in the *pwi1* transcript, a splicing coactivator. The *fet5* intron resembles a typical intron in *S. pombe*, in that the *fet5* transcript contains just a single intron with canonical 5′ splice site (GUAAGU), and branch point (UGCUAAU) sequences, and whose length [45 nt (nucleotides)] is close to the median intron length (56 nt). The second intron in *pwi1* is also of typical length (59 nt) for an *S. pombe* intron, and has a typical branch point sequence (CAUUAAU) but an atypical 5ʹ splice site sequence (GUACAA) which significantly deviates from the canonical sequence. Importantly, because these two introns are short, the PCR amplification efficiency of both the spliced and unspliced isoforms should be similar, reducing the likelihood of artifacts derived from amplification bias. In total, ∼12,000 samples were generated, corresponding to each of these targets within each of these strains with biological replicates. As a convenient measure of splicing efficiency, we define the splicing index (SI) as the ratio of unspliced to spliced reads, and looked to identify mutants that caused significant changes to the SI. Importantly, because this assay measures the steady state abundances of specific RNA species, a high SI could indicate a defect in pre-mRNA splicing, or alternatively, a change in the relative stabilities of spliced or unspliced RNA. For both the *fet5*_intron1 and *pwi1_*intron2, the unspliced pre-mRNA was present at about 2% of the spliced mRNA in the background of most strains, with respective median SI values of 0.018 and 0.025 (Figure S2, A and B), consistent with the expectation that splicing occurs efficiently and the vast majority of these transcripts are present as the spliced isoform. Moreover, for the vast majority of strains, the measured SI was relatively close to the median value, with interquartile ranges across all samples of 0.004 and 0.011 for the *fet5*_intron1 and *pwi1*_intron2 targets, respectively (Figure S2, A and B), consistent with the expectation that most genes examined here do not impact the splicing pathway. Across all strains, the biological replicates were correlated with R^2^ values of 0.37 and 0.23 for *fet5*_intron1 and *pwi1*_intron2, respectively (Figure S2, C and D).

As with any RNA-sequencing experiment, the statistical power to identify changes in expression increases with greater read depth. In order to identify the subset of strains that exhibited a significant change in splicing, we developed a statistical test that assessed the observed change in SI as a function of read depth (see *Materials and Methods*, Figure 2). Using this approach, statistically significant changes in SI were identified for 57 and 18 deletion strains for the *fet5*_intron1 and *pwi1*_intron2, respectively (see Figure 3). Importantly, of the 18 strains that affected the splicing of *pwi1*_intron2, 14 were also found to affect splicing of *fet5*_intron1. This significant degree of overlap (*P* < 3.81e-22, Fisher’s exact test) suggests that the splicing defect observed in many of the strains is not specific to a single gene.

To better understand the functional significance of the genes identified through this screen, we asked whether there was enrichment for factors involved in similar pathways by analyzing their Gene Ontology (GO) (The Gene Ontology Consortium 2000, 2015). Appropriately, the most highly enriched biological process identified was ‘mRNA splicing, via spliceosome’ (*P* < 6.63e-3, Table S3), confirming the ability of the method to positively identify known splicing factors. Consistent with our previous results in *S. cerevisiae*, not all deletions of known splicing factors resulted in a measurable change in splicing efficiency of either of the tested introns. Although these might represent false negative discoveries, on the basis of our experience in *S. cerevisiae*, we expect the more likely explanation is that these factors are not strictly required for efficient splicing of these specific introns under the conditions tested. Interestingly, significant overrepresentation of components of the SWR1 nucleosome remodeling complex was also uncovered (*P* < 6.75e-3), consistent with previous reports describing the role of SWR1 components in splicing (Patrick *et al.* 2015). Other GO categories that are well represented in the list of significant genes include ‘transcription from polymerase II promoter,’ ‘mRNA cleavage and polyadenylation specificity factor complex,’ and ‘chromatin remodeling’ (Figure 3 and Table S3).

Several of the genes identified here belong to seemingly unrelated GO categories. It seems important to reiterate that the approach implemented here does not measure defects in pre-mRNA splicing *per se*, but rather changes in the relative steady state levels of spliced and unspliced isoforms. As such, while some of these candidates may represent false positive discoveries, it seems likely that many are true positives, which impact splice isoform abundances either through nonsplicing related pathways or by modulating the activity of *bona fide* splicing factors. For example, deletions of either *ski2* or *trs130* resulted in some of the most significant increases in SI for either of the tested splicing events. Ski2 is an RNA helicase and member of the SKI complex, a highly conserved complex necessary for 3′ to 5′ degradation of transcripts subject to the nonsense-mediated decay (NMD) pathway (Mitchell and Tollervey 2003). The unspliced isoforms of *fet5* and *pwi1* contain premature stop codons and would be predicted targets of the NMD pathway, providing a plausible explanation for their accumulation in the Δ*ski2* strain. The *trs130* gene, in contrast, is involved in vesicle transport from the endoplasmic reticulum; the mechanism by which it might relate to altered splice isoform abundances is less clear. While no physical interactions have been documented between Trs130 and splicing-related proteins, epistatic genetic interactions between *trs130* and essential *bona-fide* splicing factors have been documented (Ryan *et al.* 2012).

To better understand the evolutionary nature of the genes that we identified, we examined each of them to determine whether homologs could be identified in either *S. cerevisiae* or humans. Of the 61 candidates we identified, 17 have clear human homologs but appear to lack an *S. cerevisiae* homolog (Table S4), underscoring the potential that *S. pombe* provides as a model system for understanding the complex splicing seen in mammalian systems. Four of these genes, *cay1*, *cwf18*, *cwf19*, and *pwi1*, have previously been annotated as splicing factors, while two others, *SPAC20H4.06c* and *SPBC713.05*, have been implicated in the splicing pathway on the basis of homology to human counterparts. Here, we provide experimental evidence that these protein products functionally impact pre-mRNA splicing.

### Known splicing factors identified here display global splicing defects

To better understand the impact of the genes identified here, splicing sensitive microarrays were used to determine the global changes in pre-mRNA splicing that result from their deletions. These microarrays contain probes that target an exonic region of every protein coding gene in the *S. pombe* genome, as well as probes targeting every intron and its corresponding exon–exon junction, allowing for measurements of changes in total expression, pre-mRNA, and mature mRNA levels, respectively (Figure 4A). 

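RNA of 12 deletion strains was compared with RNA of a wild-type strain, labelled as the same parent throughout, on 20 arrays with 2 dyes, the deletion strain in Cy3 and the wild type in Cy5. A pair of arrays was made for 8 strains (Δsmd3, Δaar2, Δpwi1, ΔSPAC20H4.06c, Δctr1, ΔSPAC18G6.13, Δppn1 and Δssu72), and 1 array for 4 strains (ΔSPCC162.01c, Δash2, Δswd1 and Δpht1). The sample records call the pairs separately grown biological replicates. The authors deposited 1 log2 ratio of deletion strain over wild type per probe. Each array held 5098 exon probes for total mRNA, 4885 intron probes for pre-mRNA and 4694 exon–exon junction probes for mature mRNA. Values were present for 730 to 4857 intron probes and for 4393 to 5027 exon probes per array. From there, the ratio of pre-mRNA to mature mRNA of an event was taken as its intron value minus its junction value within each array, for up to 4608 events. Each strain's mean was tested against 0 with limma in 1 fit over all arrays, and p was adjusted over the features of 1 type measured on every array of that strain. The number of arrays limits the precision: on simulated data, an event changed by 2 on the log2 scale passed in 80.7% of cases with 2 arrays and in 7.08% with 1 array. The exon probe of the deleted gene read -4.34 and -6.45 on the Δaar2 arrays and -3.92 and -3.75 on the ΔSPAC20H4.06c arrays. It lay below all arrays of other strains in Δpwi1, Δppn1, Δssu72, Δash2, Δswd1 and Δpht1 as well. On the arrays labelled smd3 it read -0.50 and -0.93, within the range of the other strains (-1.01 to 0.069). The arrays labelled SPAC18G6.13 read -0.41 and -0.26, the array labelled SPCC162.01c read 0.59, and those labelled ctr1 read -4.71 on replicate 1 and -0.86 on replicate 2. Junction probes 1, 2 and 3 of smd3 read -0.66, -0.74 and -0.95 on smd3 replicate 1 and -1.14, -0.56 and -0.86 on replicate 2. The SPCC162.01c array read -1.10, -1.08 and -1.25 there. Intron probe 3 of smd3 read 1.25 and 2.95 on the smd3 arrays. The ssu72 junction probe read -3.01 and -3.49 on the Δssu72 arrays. The doubt about the smd3 label thus does not rest on the exon probe alone. Where these probes lie relative to the deleted part is not given in the sources used here, and a probe outside it checks nothing.

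**Figure D1:**
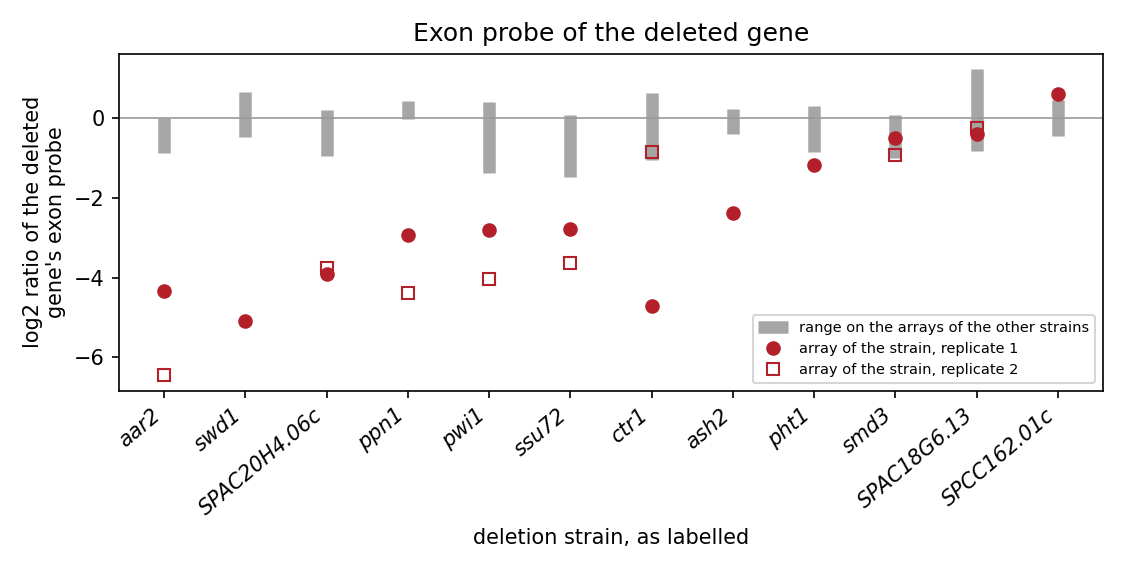
Log2 ratio of the exon probe of each deleted gene on the arrays of its own strain (points) beside the range of that probe on the arrays of the other strains (grey bars). The points labelled smd3 and SPAC18G6.13, and ctr1 replicate 2 at -0.86, sit inside their bars, and the point labelled SPCC162.01c sits above its bar.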

As an initial test, we chose to examine strains harboring deletions in three known splicing factors: (1) *smd3*, a core component of the SM complex in the U1, U2, U4, and U5 snRNPs; (2) *aar2*, a component of the U5 snRNP; and (3) *pwi1*, a splicing coactivator. For both *smd3* and *aar2*, clear homologs exist in both *S. cerevisiae* and humans, and their specific roles in the splicing pathways have been well characterized (Gottschalk *et al.* 2001; Nakazawa *et al.* 1991; Schwer and Shuman 2015). Moreover, the Δ*smd3* strain showed a statistically significant increase in our screen for both the *fet5*_intron1 and the *pwi1*_intron2 pre-mRNAs, while the Δ*aar2* strain showed increased pre-mRNA levels for both transcripts, albeit just below our cutoff for statistical significance. The third gene, *pwi1*, is the homolog of the human SRRM1 gene, a member of the SR-like family of proteins (Graveley 2000). Unlike *smd3* and *aar2*, there is no homolog of *pwi1* in the *S. cerevisiae* genome. In our screen data, deletion of *pwi1* caused a statistically significant increase in the SI of the *fet5*_intron1. Deletion of any of these three genes resulted in global defects in pre-mRNA splicing, albeit each with unique properties (Figure 4B). 

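In the arrays labelled smd3, 1117 of the 1819 events measured on both arrays rose in their ratio of pre-mRNA to mature mRNA and 4 fell (limma, adjusted p under 0.05). In tbp1 (SPAC29E6.08), the gene of the TATA-binding protein, tbp1_intron2 rose by 3.75 on the log2 scale (SE 0.31, n = 2 arrays, adjusted p = 6.7e-06). A similar rise of 3.61 (SE 0.35, adjusted p = 6.7e-06) was measured for spo20_intron2 (SPAC3H8.10). The events that fell lie in rec8, zas1 and get4, and rec8_intron4 (SPBC29A10.14), in the gene of a meiotic cohesin subunit, fell by 1.22 (SE 0.36, adjusted p = 0.016). Of 47 events in ribosomal protein genes, 37 rose and none fell (38 adjusted over the list alone), among them rpl3801_intron2 (SPBC577.02) at 3.46 and rps502_intron1 (SPAC328.10c) at 3.24. Against all other events, these had adjusted p = 0.062 by limma's camera test, adjusted p = 0.018 with the replicate number as a block, and adjusted p = 0.95 with an estimated correlation. Among 41 events in spliceosome genes, 17 rose and none fell (14 adjusted over the list alone), with srp1_intron2 (SPBC11C11.08) at 1.94 and prp38_intron1 (SPBC19C2.08) at 1.85. That is a smaller share than the 1117 of 1819 over all events. The median was lower in this list than in the other events, at 0.64 and 1.05, which did not pass the camera test (adjusted p = 0.077). Whether it passed depended on which smd3 array was left out. In Δaar2, 98 of 2771 events rose and 1 fell, SPAC22F8.13_intron1 at -1.04 (SE 0.24, adjusted p = 0.036). The rises include tos4_intron1 (SPAP14E8.02) at 2.11 (SE 0.36, adjusted p = 0.025) and mmi1_intron1 (SPCC736.12c), in the gene of a YTH protein that removes meiotic transcripts, at 1.85 (SE 0.33, adjusted p = 0.025). In Δpwi1, 232 of 1612 events rose and 3 fell. The largest rise there was that of ecm14_intron1 (SPBC337.07c), at 5.51 (SE 0.28, adjusted p = 4.0e-09). Large rises were also measured for wbp1_intron1 (SPCC338.15) at 4.48, rad17_intron1 (SPAC14C4.13), in a DNA damage checkpoint gene, at 4.02, and sme1_intron1 (SPBC11G11.06c), in the gene of an Sm protein, at 3.04. Without replicate 1 of the strain, 993 events rose in the arrays labelled smd3, 0 in Δaar2 and 36 in Δpwi1, and without replicate 2 it was 743, 0 and 45, with the lone array assumed to vary like the others. When the 6 arrays whose deleted gene was not clearly low were left out, smd3 included, 618 events rose in Δaar2 and 499 in Δpwi1. With the mean of the other strains taken off, 636 events rose in the arrays labelled smd3, 30 in Δpwi1 and 0 in Δaar2, and trend and robust estimation also left 0 in Δaar2.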

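The median event of the arrays labelled smd3 had a log2 ratio of 0.71 for pre-mRNA and -0.26 for mature mRNA over the 1782 events with all 3 probe types, where the label was not borne out by the exon probe of smd3. Pre-mRNA was above 0 for 88.8% of these events and mature mRNA was below 0 for 76.8%. In Δaar2 the medians were 0.23 and -0.097 over 2735 events, with 73.3% above 0 for pre-mRNA and 60.2% below 0 for mature mRNA. In Δpwi1 they were 0.33 and -0.086 over 1571 events, with 82.8% and 62.8%. Single arrays gave pre-mRNA medians of 0.56 and 0.63 for smd3, 0.28 and 0.19 for Δaar2 and 0.18 and 0.41 for Δpwi1. By limma, 1079 of 2158 introns rose in pre-mRNA on the arrays labelled smd3 and 14 fell, while 840 of 4024 junctions fell in mature mRNA and 87 rose. In a fit of the arrays labelled smd3 only, 349 junctions fell and 11 rose. The event cdc3_intron2 (SPAC4A8.15c), in the gene of profilin, measured 1.66 for pre-mRNA and -1.81 for mature mRNA, and mcp7_intron1 (SPAC13A11.03), in a meiotic gene, 0.54 and -2.94. Rising pre-mRNA and falling mature mRNA both passed for 261 events labelled smd3, 11 events of Δpwi1 and no event of Δaar2. In Δaar2, 120 of 3154 introns rose in pre-mRNA and none fell (limma), with 697 at an unadjusted p under 0.05 in either direction. Leaving out 1 smd3 array gave 574 to 844 introns that rose, and leaving out 1 Δaar2 array gave 0 to 6. Without the arrays of doubtful label, 600 introns rose and 44 fell in Δaar2.

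**Figure D2:**
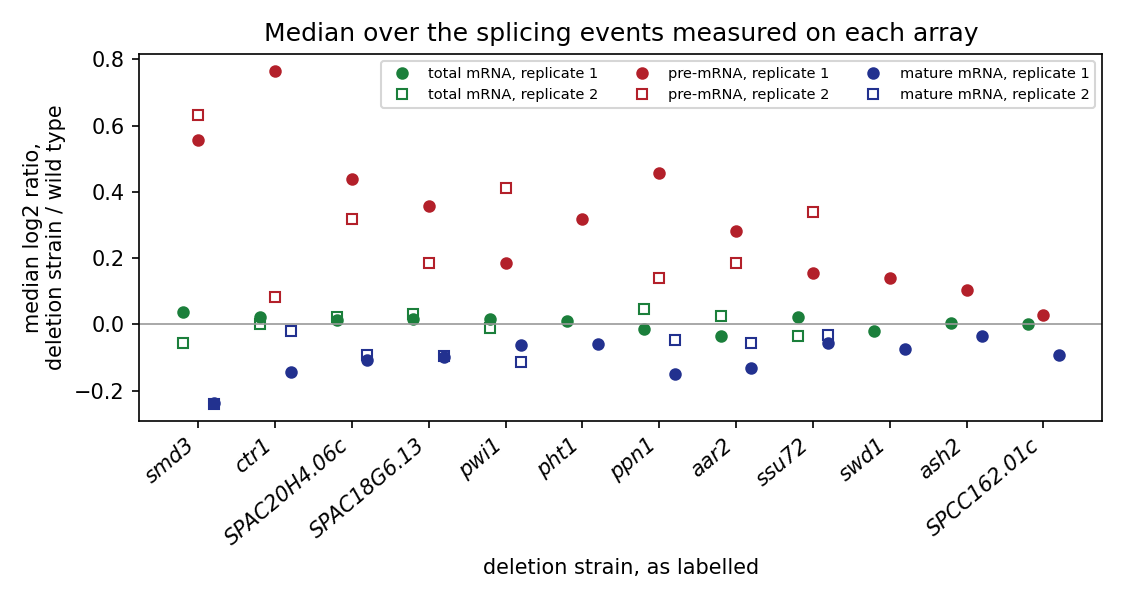
Median log2 ratio of deletion strain over wild type for total, pre-mRNA and mature mRNA probes on each array, by strain, over the events measured on that array (filled circles, replicate 1, and open squares, replicate 2). The pre-mRNA medians run from 0.027 on the array labelled SPCC162.01c to 0.77 on ctr1 replicate 1.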

For each of the mutants, increased levels of pre-mRNAs were detected for a majority of the events observed, and concomitant decreases were seen for many of the mature mRNA species, consistent with our expectations for a *bona fide* splicing mutant. Furthermore, similar to our screen data, the Δ*aar2* strain showed levels of pre-mRNA accumulation that were overall lower than in the Δ*smd3* strain. Nevertheless, a similar number of splicing events was impaired by all three deletions.

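By a limma contrast of pre-mRNA between Δaar2 and the arrays labelled smd3, whose label the smd3 exon probe did not bear out, 204 of 1949 introns were lower in Δaar2 and 1 was higher. The median difference was -0.39 on the log2 scale, at -0.27 between the replicate 1 arrays and -0.49 between the replicate 2 arrays. The M mating-type gene mat3-Mc (SPBC1711.02) read 0.069 on smd3 replicate 1. On the other arrays with a value, pwi1 replicate 1 apart, it read -2.84 or lower. The strain or the control on smd3 replicate 1 may thus differ from those of the arrays it is compared with. For fet5_intron1 (SPAC4D7.12c), the ratio of pre-mRNA to mature mRNA was 1.05 in Δaar2 (SE 0.42, n = 2 arrays, adjusted p = 0.16). It rose by 2.53 in the arrays labelled smd3 (SE 0.42, adjusted p = 0.00035). For this intron, the paper's Table S1 reports a log2 relative splice index of 0.33 in Δaar2, with a corrected p of 0.302. The other screened intron, pwi1_intron2 (SPCC825.05c), had a ratio of 0.62 in the arrays labelled smd3 (SE 0.32, adjusted p = 0.12) and a value on replicate 2 alone in Δaar2, 0.46. Fewer introns were lower in Δaar2 when 1 array was left out: 38 without Δaar2 replicate 1, 60 without its replicate 2, 55 without smd3 replicate 1 and 109 without smd3 replicate 2.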

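As a share of the events tested, the ratio of pre-mRNA to mature mRNA rose in 61.4% for the arrays labelled smd3, 3.54% for Δaar2 and 14.4% for Δpwi1. The events tested differ between the strains. Over the events measured on all 20 arrays, 190, 73 and 71 rose, so there Δaar2 and Δpwi1 were alike. By sign alone, pre-mRNA was above 0 and mature mRNA below 0 in 68.5% of the events labelled smd3, 40.4% of those of Δaar2 and 50.9% of those of Δpwi1. Independent signs would give 68.2%, 44.1% and 52.0%. The opposite signs were found in 2.92% of the events labelled smd3. A direct comparison of pre-mRNA with limma put 108 of 1501 introns lower in Δpwi1 than in the arrays labelled smd3 and 23 higher, with a median difference of -0.39 (-0.39 and -0.35 within replicates 1 and 2). The smd3 exon probe did not bear out that label, so these directions hold for the arrays so labelled. In Δpwi1, fet5_intron1 had a ratio of 0.92 (SE 0.42, adjusted p = 0.17), and irc3_intron3 (SPBC11C11.11c) rose by 3.90 (SE 0.27, adjusted p = 9.7e-07) while irc3_intron2 of the same gene fell by 0.90 (SE 0.27, adjusted p = 0.034). Total mRNA of atg3 (SPBC3B9.06c), an autophagy gene, rose by 2.02 in Δpwi1 (SE 0.14, adjusted p = 1.6e-05), and its atg3_intron2 rose by 3.70 in ratio (SE 0.26, adjusted p = 1.3e-06). Leaving out 1 array gave 2 introns lower and 2 higher in Δpwi1 without its replicate 1, 16 and 10 without its replicate 2, 21 and 7 without smd3 replicate 1, and 61 and 23 without smd3 replicate 2.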

**Figure 4:**
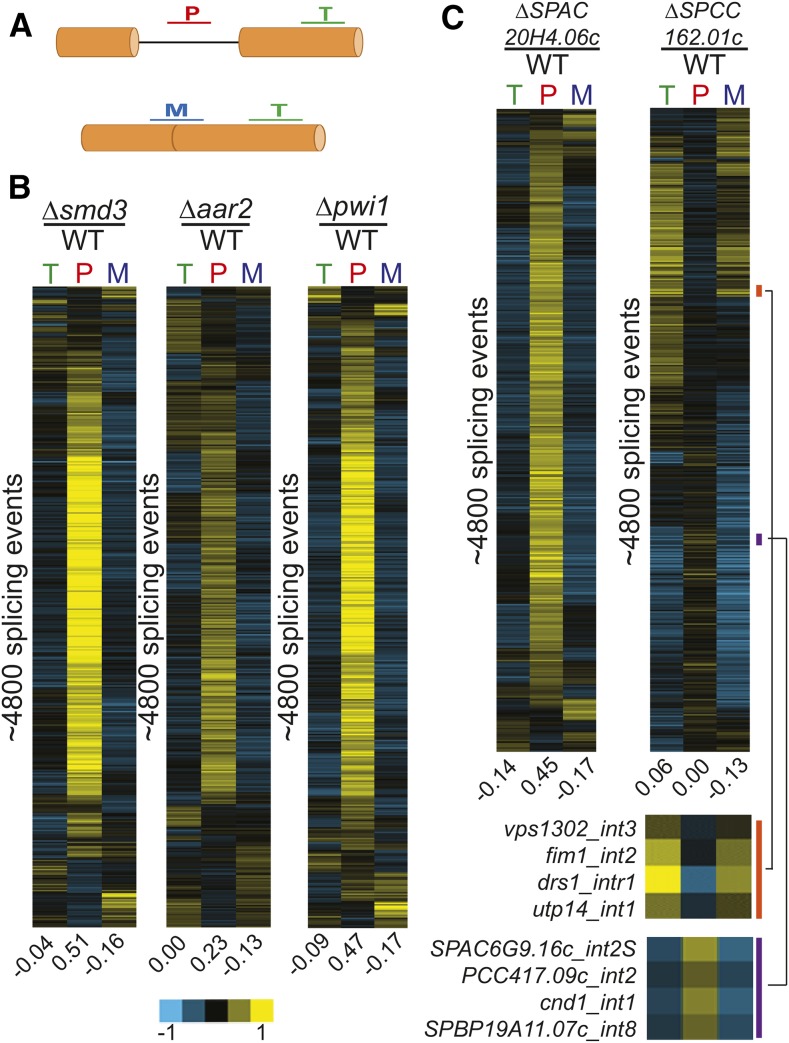
Known and predicted splicing factors display global splicing defects. (A) Splicing sensitive microarrays contain probes for quantification of total (T), pre-mRNA (P), and mature (M) mRNA levels. (B) Deletion of known splicing factors *smd3*, *aar2*, and *pwi1* each display global splicing defects. Each row represents the relative measurements for total, pre-mRNA, and mature mRNA for a particular splicing event. Numbers below each column represent the median value within the column. Rows from each sample are independently sorted by hierarchical clustering and displayed for only those events for which data were available for all three probe types. (C) Global splicing phenotypes of the Δ*SPAC20H4.06c* and Δ*SPCC162.01c* strains. The orange and purple bars highlight specific splicing events showing decreases or increases in splicing efficiency, respectively. mRNA, messenger RNA; WT, wild type.

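On the array labelled SPCC162.01c, the events named at the orange bar were measured at -0.17 for pre-mRNA and 0.18 for mature mRNA at vps1302_intron3 (SPBC16C6.02c). They were -0.13 and 0.026 at fim1_intron2 (SPBC1778.06c), in the gene of fimbrin. For utp14_intron1 (SPAC57A7.06), in a gene of rRNA processing, the pair was -0.14 and 0.16, and for drs1_intron1 (SPCC1223.07c) it was 0.11 and 0.51. At the purple bar, SPCC417.09c_intron2 measured 0.31 and -0.53, cnd1_intron1 (SPBC776.13), in a condensin gene, 0.19 and -0.19, and SPBP19A11.07c_intron8 0.23 and -0.47. None of these ratios passed limma's test, each with adjusted p = 0.998, and the named event of SPAC6G9.16c was not matched to a probe. There was 1 array, assumed to vary like those of the other strains, and the exon probe of SPCC162.01c does not bear out its label.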

### Predicted splicing factors also display global splicing defects

Among the genes we identified in our screen whose deletions negatively impacted the splicing of either *fet5*_intron1 or *pwi1*_intron2 were several that are predicted to be involved in the splicing pathway, based on homology studies. We chose to focus on two of these mutants, deletions of *SPAC20H4.06c*, an RNA-binding protein, and *SPCC162.01c*, a putative tri-snRNP component. Deletion of *SPAC20H4.06c* resulted in a statistically significant increase in both *fet5*_intron1 and *pwi1*_intron2 pre-mRNA levels, whereas deletion of *SPCC162.01c* also caused an increase in both pre-mRNAs, although just below our significance cutoff. As with *pwi1*, there are no apparent *S. cerevisiae* homologs for either *SPAC20H4.06c* or *SPCC162.01c*, but apparent human homologs do exist. For *SPAC20H4.06c*, the human homolog is GPATCH1, a member of the G-patch containing family of proteins. G-patch containing proteins have been previously implicated in splicing (Tsai *et al.* 2005), yet no direct evidence appears to exist that specifically couples GPATCH1 to splicing. In contrast, the human homolog of *SPCC162.01c* is SNRNP27, a component of the U4/U6·U5 tri-snRNP complex, and has a direct role in splicing (Fetzer *et al.* 1997). Interestingly, human SNRNP27 was previously shown to contain an N-terminal domain with strong homology to the SR domain of U170K; however, unlike U170K, SNRNP27 lacks an RNA-binding domain.

The global splicing defects of Δ*SPAC20H4.06c* and Δ*SPCC162.01c* revealed remarkably different phenotypes (Figure 4C). 

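In ΔSPAC20H4.06c, 147 of the 853 events measured on both arrays rose in their ratio of pre-mRNA to mature mRNA and 1 fell (limma, adjusted p under 0.05). The rises include ppa3_intron2 (SPAC22H10.04) at 2.29 on the log2 scale (SE 0.31, n = 2 arrays, adjusted p = 0.0034) and twf1_intron3 (SPCC126.06), in the gene of twinfilin, at 2.10 (SE 0.25, adjusted p = 0.0019). In tfa1 (SPAC458.07), a TFIIE gene, tfa1_intron2 rose by 2.09 (SE 0.32, adjusted p = 0.0056). The event that fell was mug74_intron1 (SPAC16A10.08c), at -4.31 (SE 1.13, adjusted p = 0.024), an event that was also low on most arrays of other strains. Over the 829 events with all probe types, the medians were 0.40 for pre-mRNA and -0.12 for mature mRNA. Pre-mRNA was above 0 for 84.7% of these events and mature mRNA below 0 for 67.7%, and 55.5% had both signs, where independent signs would give 57.3%. None of 4098 junctions passed limma's test for mature mRNA, while 640 were at an unadjusted p under 0.05. In a fit of its own 2 arrays, 287 junctions fell and 141 rose. Without either array, 0 events passed, the lone array being assumed to vary like the others, and without the arrays of doubtful label 341 events rose and 5 fell. The mean of the other strains taken off left 10 events that rose.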

Deletion of *SPAC20H4.06c* showed a canonical splicing defect with broad increases in pre-mRNA species and decreases in mature mRNA species. 

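Pre-mRNA was compared between ΔSPAC20H4.06c and the arrays labelled smd3, whose exon probe did not bear out the label. By limma's contrast, 69 of 934 introns were lower in ΔSPAC20H4.06c and 6 were higher. The median difference was -0.33 on the log2 scale, at -0.24 within replicate 1 and -0.41 within replicate 2. For fet5_intron1 the ratio of pre-mRNA to mature mRNA had a value on ΔSPAC20H4.06c replicate 2 alone, 0.57, and pwi1_intron2 measured 0.76 on the same array. The paper's Table S1 reports log2 relative splice indexes of 0.63 and 1.33 for these introns. When 1 array was left out, 20 introns were lower without ΔSPAC20H4.06c replicate 1, 13 without its replicate 2, 30 without smd3 replicate 1 and 47 without smd3 replicate 2.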

The level to which pre-mRNAs accumulated is similar to that seen upon deletion of the canonical splicing factor *smd3* (Figure 4B). These data strongly suggest that the *SPAC20H4.06c* gene product is participating in the splicing pathway. In contrast, the global splicing profile resulting from deletion of *SPCC162.01c* looked quite different from the other splicing mutants examined here. 

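Among the events that rose in ΔSPAC20H4.06c, prp45_intron1 (SPCC188.11), in the gene of a spliceosome component, rose by 1.46 (SE 0.31, adjusted p = 0.013). Ribosomal protein genes held rps502_intron1, at 1.53, and rpl102_intron1 (SPBC30D10.18c), at 1.47. The intron of the RNA elimination gene mmi1, mmi1_intron1, rose by 1.23. Total mRNA of gst2 (SPCC965.07c), a glutathione S-transferase gene, rose by 2.37 (SE 0.22, adjusted p = 0.013), beside a median of 1.71 on the 12 arrays of other strains with a value. From the broad rise in pre-mRNA with less mature mRNA and its level beside that of the Δsmd3 strain, the paper proposes that the SPAC20H4.06c gene product takes part in the splicing pathway.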

Whereas a subset of splicing events appeared to be negatively affected by deletion of *SPCC162.01c*, as evidenced by the accumulation of pre-mRNA and loss of mature mRNA, a nearly equal number of splicing events seemed to be positively, albeit weakly, affected by its deletion, with pre-mRNA levels decreasing and mature mRNA levels increasing for these transcripts. These results are consistent with a model where SR proteins can function to either enhance or repress splice site activation at different introns. These data also suggest that a large number of *S. pombe* introns are spliced at suboptimal efficiency in wild-type cells. 

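On the array labelled SPCC162.01c, pre-mRNA was above 0 and mature mRNA below 0 for 1080 of 4423 events (24.4%), and the opposite held for 496 (11.2%). With changes of at least 0.2 on the log2 scale in both, the counts were 242 and 63. If the signs of pre-mRNA and mature mRNA were independent, 31.9% of events would show the first pattern. None of 4486 events passed limma's test for the ratio of pre-mRNA to mature mRNA, and 119 were at an unadjusted p under 0.05. That is fewer than this threshold gives on average when no event changes. In total mRNA, 11 of 4870 genes rose and 12 fell. The iron oxidase gene fio1 (SPAC1F7.08) rose by 3.77 (SE 0.69, adjusted p = 0.042), isu1 (SPAC227.13c), an iron–sulfur scaffold gene, rose by 2.61 (SE 0.32, adjusted p = 0.0044), and the sulfiredoxin gene srx1 (SPBC106.02c) rose by 1.85. Total mRNA fell for mug191 (SPAC3C7.05c) by 3.76 (SE 0.23, adjusted p = 9.0e-06) and for the hexose transporter gene ght5 (SPCC1235.14) by 2.70 (SE 0.32, adjusted p = 0.0034). Of 12 genes of iron uptake and use, 1 rose (4 adjusted over the list alone), with adjusted p = 0.036 by camera, adjusted p = 0.073 and 3 that rose with the replicate number as a block, and adjusted p = 0.52 with an estimated correlation. The exon probe of SPCC162.01c was not low on this array, which was the only one of the strain and is assumed to vary like the others. With the array centred on its exon probes, 20 genes rose and 28 fell, with the mean of the other strains taken off 100 and 150, and with the replicate number as a block 208 and 318. The paper sets its results beside a model in which SR proteins can either enhance or repress splice site activation at different introns.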

Additional experiments will be necessary to understand the mechanistic basis by which this SNRNP27 homolog can impart these phenotypes.

### Genes involved in heterochromatin formation show a range of genome-wide splicing defects

In examining the list of candidates identified in our screen, we were struck by the number of components with known roles involved in RNA silencing and heterochromatin formation. It has long been known that RNA plays a critical role in silencing in *S. pombe* via the RNA-induced initiation of transcriptional gene silencing (RITS) complex (Verdel *et al.* 2004). While it has been suggested that splicing components facilitate RITS function (Bayne *et al.* 2008), it remains unclear whether these effects are direct or indirect (Kallgren *et al.* 2014). Two groups recently described purifications of two related complexes involved in silencing: MTREC, which is involved in assembling heterochromatin (Lee *et al.* 2013); and the Nuclear RNA Silencing complex, NURS (Egan *et al.* 2014). While these complexes each contain unique elements, they share in common both the essential RNA helicase Mtl1 and the nonessential zinc-finger protein Red1. In our work, deletion of *red1* resulted in a statistically significant decrease in the splicing efficiency of both tested splicing events. In addition, affinity purification of Mtl1 as part of the MTREC complex copurified Ctr1 (Lee *et al.* 2013), whereas affinity purification of Red1 as part of the NURS complex copurified SPAC18G6.13 (Egan *et al.* 2014). In our screen, deletions of *ctr1* and *SPAC18G6.13* both resulted in statistically significant decreases in splicing efficiency of both target pre-mRNAs.

Ctr1 was previously implicated in splicing of TER1, the RNA component of telomerase (Lee *et al.* 2013). Moreover, Ctr1 has been shown to physically interact with components of the Prp19 complex, including Cwf10, Cwf11, and Prp19. To determine whether Ctr1 had a more global effect on the splicing pathway, we again turned to microarray analysis. 

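In Δctr1, 364 of the 1587 events measured on both arrays rose in their ratio of pre-mRNA to mature mRNA and 16 fell (limma, adjusted p under 0.05). The glutaredoxin intron grx2_intron1 (SPAC15E1.09) rose by 2.37 on the log2 scale (SE 0.54, n = 2 arrays, adjusted p = 0.021), with 3.78 on replicate 1 and 0.96 on replicate 2. In ago1 (SPCC736.11), the Argonaute gene, ago1_intron1 rose by 2.05 (SE 0.53, adjusted p = 0.024), and mmi1_intron1 rose by 1.95 (SE 0.33, adjusted p = 0.021). Of the screened introns, fet5_intron1 rose by 1.39 (SE 0.42, adjusted p = 0.039) and pwi1_intron2 had 0.63 (SE 0.32, adjusted p = 0.16). At pwi1_intron2, pre-mRNA and mature mRNA were 0.89 and -0.33 on replicate 1, and -0.39 and -0.44 on replicate 2. The events that fell include ufd2_intron1 (SPAC20H4.10) at -1.48 and gor1_intron2 (SPACUNK4.10) at -1.45, each with adjusted p = 0.021. Of 34 events in ribosomal protein genes, 10 rose and none fell (16 adjusted over the list alone), with rpl102_intron1 at 1.77 and adjusted p = 0.15 for the list by camera. The median event had 0.43 for pre-mRNA over 1537 events, at 0.77 on replicate 1 and 0.083 on replicate 2, whose ctr1 exon probe did not bear out its label. Pre-mRNA was lower than in the arrays labelled smd3 at 118 of 1481 introns and higher at 5, with a median difference of 0.11 within replicate 1 and -0.72 within replicate 2. Without replicate 1, 0 events passed, and without replicate 2, 1035 rose and 83 fell, with 537 introns lower than in smd3 and 4 higher in the first case and 133 lower and 114 higher in the second. Leaving out smd3 replicate 1 gave 31 lower introns, and smd3 replicate 2 gave 73. In a fit of the 2 Δctr1 arrays only, 3 events rose and 1 fell, and with the mean of the other strains taken off 0 events passed.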

Deletion of *ctr1* resulted in a striking global splicing defect, strongly resembling that of a canonical splicing mutant (Figure 5A). A recent RNA-seq analysis of Δ*ctr1* and other MTREC mutants also revealed a global increase in unspliced transcript levels (Zhou *et al.* 2015). Interestingly, whereas our data reveal a broad decrease in mature mRNA concomitant with the increase in unspliced isoforms, the Zhou *et al.* (2015) study reported largely unchanged levels of spliced transcripts. Owing at least in part to this observation, Zhou and colleagues proposed that Ctr1/MTREC plays a role in targeting unspliced transcripts to the nuclear exosome, and that the pre-mRNA accumulation phenotype of the Δ*ctr1* strain did not reflect a direct role for MTREC on splicing. 

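In Δctr1, mature mRNA fell at 69 of 4175 junctions and rose at 23 (limma, adjusted p under 0.05). The median over events was -0.12, and 63.8% of events were below 0. Replicate 1 had a median of -0.14 and replicate 2, whose label the ctr1 exon probe did not bear out, -0.022. At grx2_intron1 the mature mRNA measured -1.99 and the pre-mRNA 0.39. At vma13_intron3 (SPAC7D4.10), in a gene of the vacuolar ATPase, mature mRNA measured -0.41 and pre-mRNA 1.90. Within vma13 the values at vma13_intron5 were -1.63 for mature mRNA and 0.50 for pre-mRNA. Without replicate 1, 1 junction fell, and without replicate 2, 331 fell and 16 rose. Of the doubted arrays, replicate 2 of this strain is 1, and with all of them left out 374 junctions fell and 31 rose. No junction passed with trend and robust estimation, in a fit of the 2 Δctr1 arrays only, or with the mean of the other strains taken off.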

The broad decreases in mature mRNA demonstrated by our microarray experiments are more consistent with a direct role for Ctr1 in the splicing pathway; additional experiments will be necessary to understand the discrepancy between these results, and the functional significance of Ctr1 in the pre-mRNA splicing pathway.

**Figure 5:**
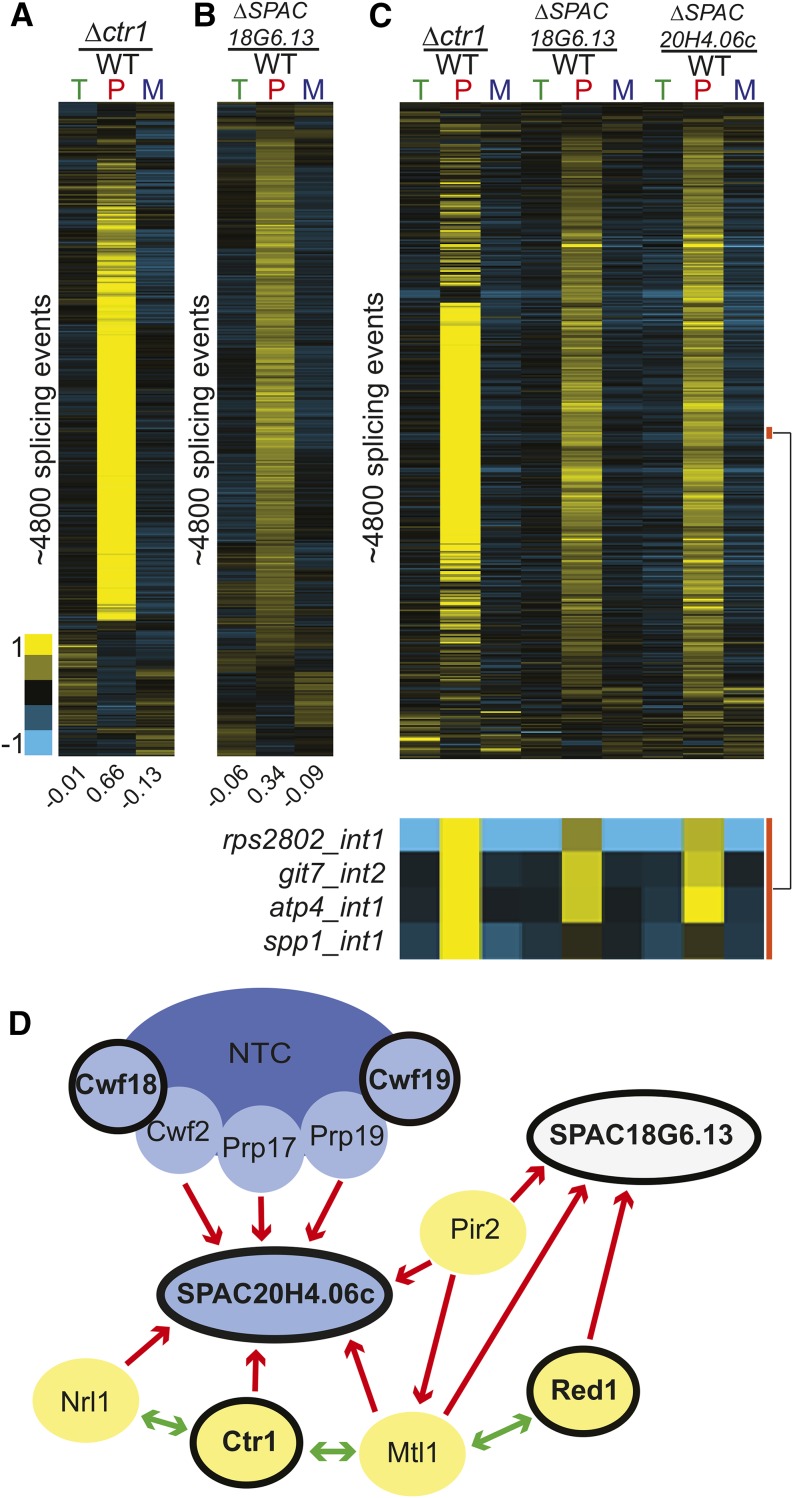
Deletion of factors involved in heterochromatin formation strongly impact global splicing. Splicing sensitive microarrays for Δ*ctr1* (A) and Δ*SPAC18G6.13* (B) reveal global splicing defects for each. Microarrays contain probes for quantification of total (T), pre-mRNA (P), and mature (M) mRNA levels. Splicing events for each mutant were sorted independently using hierarchical clustering and displayed for only those events for which data were available for all three probe types. (C) A comparison of the splicing defects on common targets reveals a large overlap among all three of these deletion strains, with a subset of events highlighted by the orange bar. (D) Known physical interactions between several components of the silencing pathway and the splicing pathway. Red arrows indicate previously published one-way physical interactions. Green arrows indicate two-way interaction. Blue ovals represent splicing factors, while yellow ovals represent members of the NURS and/or MTREC complexes. Black outlines note the components whose deletions caused splicing defects in this study. Previously described physical interactions between known splicing factors and components of the NURS and MTREC complexes, together with our observations that deletion of these components result in large accumulations of unspliced transcripts and decreases in spliced transcripts, suggest that these components may have a more direct role in splicing regulation. mRNA, messenger RNA; NURS, nuclear RNA silencing; WT, wild type.

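Of the events named at the orange bar, git7_intron2 (SPBC36.12c) had a ratio of pre-mRNA to mature mRNA of 0.67 in Δctr1 (adjusted p = 0.071) and rose by 1.41 in the arrays labelled SPAC18G6.13 (SE 0.26, n = 2 arrays, adjusted p = 0.0019). In ΔSPAC20H4.06c it had a value on replicate 2 alone, 0.85. For rps2802_intron1 (SPCC285.15c), in a ribosomal protein gene, the mature mRNA measured -1.33 in Δctr1, -0.85 in the arrays labelled SPAC18G6.13 and -1.13 in ΔSPAC20H4.06c. Most arrays of these strains held no pre-mRNA value for rps2802_intron1, for atp4_intron1 (SPBC1604.07) or for spp1_intron1 (SPAC6B12.10c), so their ratio was not tested. The SPAC18G6.13 and ctr1 replicate 2 labels were not borne out by the probes of the deleted genes.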

In contrast to Ctr1, far less is known about the relationship between SPAC18G6.13 and splicing. Whereas physical interactions have been described between *SPAC18G6.13* and some splicing factors (Chen *et al.* 2014), the functional relevance of these interactions has not been previously described. Using microarray analysis, we showed that deletion of *SPAC18G6.13* also resulted in a broad increase in unspliced messages (Figure 5B). 

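In the arrays labelled SPAC18G6.13, 438 of the 1540 events measured on both arrays rose in their ratio of pre-mRNA to mature mRNA and 19 fell (limma, adjusted p under 0.05). The exon probe of SPAC18G6.13 lay within the range of the other strains, so these directions hold for arrays so labelled. At ago1_intron1 the ratio rose by 2.87 (SE 0.53, adjusted p = 0.0018), and in the rRNA methyltransferase gene mrm1 (SPBC1347.13c), mrm1_intron1 rose by 2.83 (SE 0.39, adjusted p = 0.00058). Both arrays of nrk1_intron3 (SPBP22H7.06) were close, at 2.78 and 2.79, and the event rose by 2.79 (SE 0.27, adjusted p = 0.0001). The screened intron fet5_intron1 rose by 1.78 (SE 0.42, adjusted p = 0.0083), while pwi1_intron2 had 0.26 (SE 0.32, adjusted p = 0.59). The paper's Table S1 reports log2 relative splice indexes of 1.82 and 1.97 for them. In chk1 (SPCC1259.13), a checkpoint kinase gene, chk1_intron6 fell by 1.52 (SE 0.31, adjusted p = 0.0047). Of 39 events in ribosomal protein genes, 12 rose and none fell (13 adjusted over the list alone), led by rpl3801_intron2 at 2.47 and with adjusted p = 0.43 for the list by camera. Medians over 1502 events were 0.34 for pre-mRNA and -0.13 for mature mRNA. Mature mRNA fell at 105 of 4230 junctions and rose at 8. In total mRNA, ght5 rose by 4.33 (SE 0.22, adjusted p = 1.2e-06) and the small heat shock gene hsp16 (SPBC3E7.02c) by 3.07 (SE 0.43, adjusted p = 0.012), beside medians of 1.26 and 1.58 on the arrays of other strains. Of 24 stress genes, 4 rose (11 adjusted over the list alone), with adjusted p = 1.0e-06 by camera and adjusted p = 0.07 with an estimated correlation. That list was higher by camera at its preset correlation in 10 of 12 strains. Without replicate 1, 2 events rose and 1 junction fell, without replicate 2, 164 events rose and 21 junctions fell, and 0 stress genes rose without either. Taking off the mean of the other strains left 3 events that rose and 2 that fell, and 9 junctions that fell. Pre-mRNA was lower than in the arrays labelled smd3 at 40 of 1475 introns and higher at 2 (median -0.34), and lower at 1 without SPAC18G6.13 replicate 1, 18 without its replicate 2 and 17 without smd3 replicate 1.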

Interestingly, whereas SPAC18G6.13 was copurified with Red1 as part of the NURS complex, the same study also demonstrated that Mtl1 copurifies with SPAC20H4.06c, homolog of the human GPATCH1 gene described in the section above. 

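Across the 661 events measured in Δctr1, ΔSPAC20H4.06c and the arrays labelled SPAC18G6.13, the ratio of pre-mRNA to mature mRNA rose in 212, 111 and 231 events. The lists shared 48 events. Among the shared events, spo20_intron2 rose by 1.51 in Δctr1 (SE 0.35, n = 2 arrays), 1.33 in ΔSPAC20H4.06c and 2.22 in the arrays labelled SPAC18G6.13. The RNA helicase intron dbp2_intron2 (SPBP8B7.16c) rose by 1.62, 1.51 and 1.31 in the same order (SE 0.38 each). Δctr1 and the arrays labelled SPAC18G6.13 shared 158 rising events of 1163, with a Pearson correlation of 0.60 and a Spearman correlation of 0.57 across events. For Δctr1 and ΔSPAC20H4.06c the shared events were 75 of 728 and the correlations 0.71 and 0.66. For ΔSPAC20H4.06c and the arrays labelled SPAC18G6.13 they were 76 of 755, 0.57 and 0.54. No number of shared events to be met by chance is given, because strains that may share a control are not independent, and Δaar2 and Δctr1 shared 71 of the 1466 events tested in both, of which 79 rose in Δaar2. The shared numbers fall to 0 without replicate 1 of Δctr1 for its pairs and without either array of ΔSPAC20H4.06c for its pairs, since no event of the strain passed, and to at most 2 without replicate 1 of the arrays labelled SPAC18G6.13, where 2 events rose. Without replicate 1 of Δctr1 its correlations were 0.36 with the arrays labelled SPAC18G6.13 and 0.54 with ΔSPAC20H4.06c. The mean of the strains outside each pair, whatever the replicate number, was taken off in another setting. The 3 correlations in the order above were then 0.29, 0.36 and 0.20. The correlations are across events, which are not independent replicates. The labels of the SPAC18G6.13 arrays and of ctr1 replicate 2 were not borne out by the exon probes of the deleted genes.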

When the global splicing defects of the Δ*ctr1*, Δ*SPAC18G6.13*, and Δ*SPAC20H4.06c* strains were analyzed together, the overlap in genome-wide splicing patterns was striking (Figure 5C). 

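The labels name the same wild-type strain for all arrays, and whether 1 RNA sample of it served for several arrays is not given in the sources used here. If it did, part of the shared change may come from that control. In 100 simulated sets with independent strains that share 1 wild-type sample per replicate number carrying 0.5 of the variance, the mean correlation was 0.50 for Δctr1 with the arrays labelled SPAC18G6.13, 0.49 for Δctr1 with ΔSPAC20H4.06c and 0.50 for the remaining pair. The highest simulated correlations were 0.57, 0.57 and 0.60. Measured covariances were 0.297, 0.239 and 0.238, beside simulated means of 0.078, 0.071 and 0.069. The simulated correlations near 0.5 follow from the share of variance, which was set and not estimated from the data. The simulated spread came from differences between the arrays of a strain, so a control difference common to both arrays is not in it. Neither comparison can therefore show how much of the overlap comes from a shared control. Among all 66 pairs of strains, these pairs ranked 10, 2 and 14 by correlation, with Δaar2 and Δctr1 ranked highest at 0.77. The other 63 pairs ran from -0.070 to 0.77 with a median of 0.41. At the level of single introns, mcp7_intron1 rose in these strains by 1.38, 2.51 and 1.65 (Δctr1, SPAC18G6.13, SPAC20H4.06c; SE 0.41 each), and it also rose in Δaar2, Δpwi1 and the arrays labelled smd3.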

The physical interactions both between these proteins themselves and with additional components of the spliceosome as observed by others, as well as the splicing phenotypes we observed here in these mutants, suggest that the functional relationship between splicing and heterochromatin formation may be more bidirectional than previously thought (Figure 5D).

In addition to the NURS complex, heterochromatic silencing is accomplished in part through cooperation between the RNAi machinery and the heterochromatic factors Clr4 and the histone variant H2A.Z (Zofall *et al.* 2009; Grewal 2010; Hou *et al.* 2010; Anver *et al.* 2014). While H2A.Z is generally thought of as a repressive mark, it is also associated with promoters and may play roles in recruiting RNAP II to genes (Zlatanova and Thakar 2008). Interestingly, among our list of mutants that affected splicing of our targets were Δ*pht1*, the fission yeast homolog of H2A.Z, as well as many components of the INO80/SWR1complex, which is responsible for catalyzing H2A/H2A.Z exchange (Morrison and Shen 2009), including Δ*yaf9*, Δ*ies2*, Δ*vps71*, and Δ*swc2*. Similarly, while the Set1C complex is responsible for catalyzing the addition of H3K4me marks, it is also necessary for proper silencing of subtelomeric regions in *S. pombe* (Mikheyeva *et al.* 2014). Deletion of two components of the Set1complex, *ash2* and *swd1*, were identified in our screen as causing decreases in pre-mRNA splicing efficiency, although the Δ*swd1* effect was just below our significance cutoff (Table S1).

To determine the effect that loss of these heterochromatic factors have on the splicing pathway, we again assessed the global splicing profiles of the Δ*pht1*, Δ*ash2*, and Δ*swd1* strains by microarray. 

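In Δpht1, 3 of 551 events rose in their ratio of pre-mRNA to mature mRNA and 0 fell (limma, adjusted p under 0.05). They were ubc7_intron1 (SPBP16F5.04), in a gene of ubiquitin conjugation, at 4.00 on the log2 scale (SE 0.55, n = 1 array, adjusted p = 0.0015), tif225_intron2 (SPAC8C9.15c), in a translation initiation gene, at 2.48 (SE 0.42, adjusted p = 0.016), and ilv6_intron2 (SPBC14C8.04) at 2.39 (SE 0.45, adjusted p = 0.016). For ubc7_intron1 the rise lay in pre-mRNA, at 3.56, beside -0.44 for mature mRNA. In Δash2, 0 of 2091 events passed limma's test and 94 were at an unadjusted p under 0.05. In Δswd1, 0 of 1276 passed and 94 were at an unadjusted p under 0.05, and for Δpht1 the unadjusted number was 85. The unadjusted number in Δash2 is below what this threshold gives on average when no event changes. Those in Δswd1 and Δpht1 are above it, though events are not independent. The median pre-mRNA was 0.10 in Δash2, 0.14 in Δswd1 and 0.32 in Δpht1, and the median mature mRNA was -0.035, -0.076 and -0.059. For git7_intron2 the ratio in Δash2 was -0.42 (SE 0.37, adjusted p = 0.997), and for cnd1_intron1 it was 0.61 in Δash2 and 0.23 in Δswd1, neither past the test. Each of these strains had 1 array, assumed to vary like the others, and with 1 array few changed events are found. With the mean of the other strains taken off, 0 events passed in Δpht1.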

On the basis of these experiments alone, it is difficult to say whether deletion of any of these factors is impacting pre-mRNA splicing (Figure S3). While small groups of transcripts can be seen to exhibit a canonical splicing defect, the large changes in total gene expression, both increases and decreases, that are associated with these mutations complicates their analysis. 

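In total mRNA, 49 of 4393 genes rose and 130 fell in Δpht1, 78 of 4724 rose and 42 fell in Δswd1, and 10 of 4810 rose and 2 fell in Δash2 (limma, 1 array each). With the mean of the other strains taken off, 4 rose and 40 fell in Δpht1, 0 and 2 in Δswd1 and 0 and 1 in Δash2, with trend and robust estimation 24 and 95, 24 and 16, and 0 and 1, and with the replicate number as a block 127 and 217, 239 and 140, and 30 and 12. The helicase genes tlh2 (SPBCPT2R1.08c) and tlh1 (SPAC212.11), at chromosome ends, rose in Δpht1 by 6.73 (SE 1.26, adjusted p = 0.017) and 6.42 (SE 1.48, adjusted p = 0.037), and both were above 0 on 18 of the 19 other arrays (medians 1.58 and 1.78, highest 5.91 and 5.98). Of 74 subtelomeric genes, 11 rose and none fell in Δpht1 (28 and 1 adjusted over the list alone), with adjusted p = 5.3e-15 by camera and adjusted p = 0.52 with an estimated correlation. In Δswd1, 4 of 84 rose and none fell (15 and 1 over the list alone, adjusted p = 1.5e-08, and adjusted p = 0.60 with an estimated correlation), among them nrg1 (SPBPB2B2.01) at 3.50 (median of the other arrays 1.38) and sul2 (SPAC869.05c) at 2.09. Of 24 stress genes, 1 rose in Δash2, the glutathione S-transferase gene gst2 at 3.27 (SE 0.31, adjusted p = 0.016, beside a median of 1.71 on 13 other arrays), with 9 over the list alone and adjusted p = 1.9e-08 by camera, or adjusted p = 0.019 with an estimated correlation and 0.31 when the replicate number was a block as well. The ferric reductase genes frp1 (SPBC1683.09c) and frp2 (SPBC947.05c) rose in Δswd1 by 3.39 and 1.45, as 2 of 13 iron genes (5 and 1 over the list alone, adjusted p = 0.0056, and adjusted p = 0.39 with an estimated correlation). Ribosome biogenesis genes fell in Δswd1, 3 of 61 (4 over the list alone), with rrb1 (SPBC1711.07) at -1.09, erb1 (SPBC4F6.13c) at -0.91 (median of the other arrays -0.52) and ytm1 (SPAC890.04c) at -0.82, and in Δpht1, 2 of 58, rix7 (SPBC16E9.10c) at -1.42 and mak5 (SPBC4F6.07c) at -0.89. By camera these lists had adjusted p = 1.9e-08 and 2.5e-05, and adjusted p = 0.52 and 0.60 with an estimated correlation. Medians on the other arrays were -0.36 for rrb1, 0.082 for ytm1, -0.27 for rix7 and -0.30 for mak5. Over all genes of Δpht1, 130 of 4393 fell. At camera's preset correlation, ribosome biogenesis was lower in 9 of 12 strains, stress higher in 10 and subtelomeric higher in 7. None of these list shifts is thus particular to the strains named here. The spread of total mRNA over events had an SD of 0.33 in Δash2, 0.42 in Δswd1 and 0.43 in Δpht1. The paper states that changes in total expression in these mutants complicate the analysis of their splicing.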

Further studies will be necessary to better characterize the impact on pre-mRNA splicing of deletion of these genes.

### 3ʹ end processing factors impact the splicing of both terminal and nonterminal introns

Here, we identified two genes involved in the cleavage and polyadenylation pathway, *ssu72* and *ppn1*, whose deletions resulted in pre-mRNA splicing defects. The 3′ end processing and splicing pathways have been previously demonstrated to be functionally coupled together (Kyburz *et al.* 2006; Millevoi *et al.* 2006). Components of the U2 snRNP copurify with cleavage and polyadenylation specificity factor (CPSF), demonstrating a physical interaction between the two pre-mRNA processing pathways (Kyburz *et al.* 2006). In addition, CPSF is necessary for efficient splicing activity, while binding of the U2 snRNP promotes efficient cleavage at the 3′ end (Kyburz *et al.* 2006). Importantly, Ppn1 and Ssu72 have been shown to physically interact with each other in *S. pombe* and to copurify with the 3ʹ end processing machinery (Vanoosthuyse *et al.* 2014). 

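In Δppn1, 166 of the 1147 events measured on both arrays rose in their ratio of pre-mRNA to mature mRNA and 3 fell (limma, adjusted p under 0.05). The largest rises beside tom20_intron1 (SPAC6F12.07), which was high on 18 arrays of all strains, include cog5_intron1 (SPBC19G7.14c), in a gene of Golgi transport, at 2.28 (SE 0.43, n = 2 arrays, adjusted p = 0.0079). The Lsm protein intron lsm6_intron1 (SPAC2F3.17c) rose by 2.03 (SE 0.38, adjusted p = 0.011) and the ribosomal protein intron rpl35_intron1 (SPCC613.05c) rose by 1.87 (SE 0.32, adjusted p = 0.0045). In Δppn1, gor1_intron2 fell by 1.55 (SE 0.33, adjusted p = 0.013). In Δssu72, 0 of 1332 events passed limma's test, while 202 were at an unadjusted p under 0.05. A fit of the 2 Δssu72 arrays only gave 212 that rose and 24 that fell, leaving out the arrays of doubtful label gave 96 and 8, and taking off the mean of the other strains gave 0 and 4. The median event had 0.31 for pre-mRNA and -0.10 for mature mRNA in Δppn1, and 0.20 and -0.054 in Δssu72. Pre-mRNA was above 0 for 74.5% of events in Δppn1 and 72.2% in Δssu72, and mature mRNA was below 0 for 62.0% and 58.7%. The screened intron fet5_intron1 measured 1.53 on Δppn1 replicate 2, its only value. In total mRNA, mug14 (SPBC359.06) rose by 4.12 (SE 0.46, adjusted p = 0.0019) and ght5 by 3.38 (SE 0.22, adjusted p = 9.7e-06) in Δppn1, and pwi1 (SPCC825.05c) fell by 1.32 (SE 0.23, adjusted p = 0.012). Of 25 stress genes, 6 rose in Δppn1 (10 over the list alone), with adjusted p = 7.0e-05 by camera and adjusted p = 0.22 with an estimated correlation. The stress list was higher by camera at its preset correlation in 10 of 12 strains. Total mRNA rose for 20 of 4702 genes in Δssu72 and fell for 22, with tgp1 (SPBC1271.09), a phosphate-responsive transporter gene, at 2.31 (SE 0.38, adjusted p = 0.016, above 0 on all 20 arrays) and gep4 (SPCC645.02) at -1.48 (SE 0.24, adjusted p = 0.016). None of 14 meiotic genes silenced by RNA elimination passed in Δssu72, 10 rose when adjusted over the list alone, and the list had adjusted p = 3.6e-07 by camera, or adjusted p = 0.39 with an estimated correlation. With the replicate number as a block, 7 of these genes rose. Without replicate 1, 0 events rose in Δppn1, without replicate 2, 44 events rose, and 0 stress genes rose without either. Taking off the mean of the other strains left 0 events past the test in Δppn1. In Δssu72, 39 genes rose and 72 fell without replicate 1, 7 and 0 without replicate 2, 9 and 4 with the mean of the other strains taken off, and 158 and 149 with the replicate number as a block.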

We determined the global splicing profiles of these two mutants using microarrays: deletion of both *ssu72* and *ppn1* resulted in pre-mRNA splicing defects for a large fraction of the events monitored (Figure 6A). 

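By limma's contrast of pre-mRNA with the arrays labelled smd3, 100 of 1144 introns were lower in Δppn1 and 1 was higher, with a median difference of -0.37 on the log2 scale. It was -0.21 within replicate 1 and -0.54 within replicate 2. In Δssu72, 316 of 1294 introns were lower and 9 higher, with a median difference of -0.55 (-0.51 and -0.50 within replicates 1 and 2). Single arrays gave pre-mRNA medians of 0.46 and 0.14 in Δppn1 and of 0.15 and 0.34 in Δssu72. By sign, pre-mRNA above 0 with mature mRNA below 0 was found in 42.6% of events in Δppn1 and 38.3% in Δssu72, where independent signs would give 46.2% and 42.4%. The named rps502_intron1 rose by 1.55 in Δppn1 and mmi1_intron1 by 1.27 (SE 0.33 for each, n = 2 arrays). The smd3 exon probe did not bear out its label, so the direction holds for the arrays so labelled. Without Δppn1 replicate 1, 0 introns were lower than in smd3, without its replicate 2, 23, without smd3 replicate 1, 12, and without smd3 replicate 2, 41. For Δssu72 the numbers were 138, 191, 226 and 172.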

The defects seen for these mutants was similar to those seen for deletion of the canonical splicing mutant *smd3*, both in terms of the number of transcripts affected and the levels of pre-mRNA accumulation.

**Figure 6:**
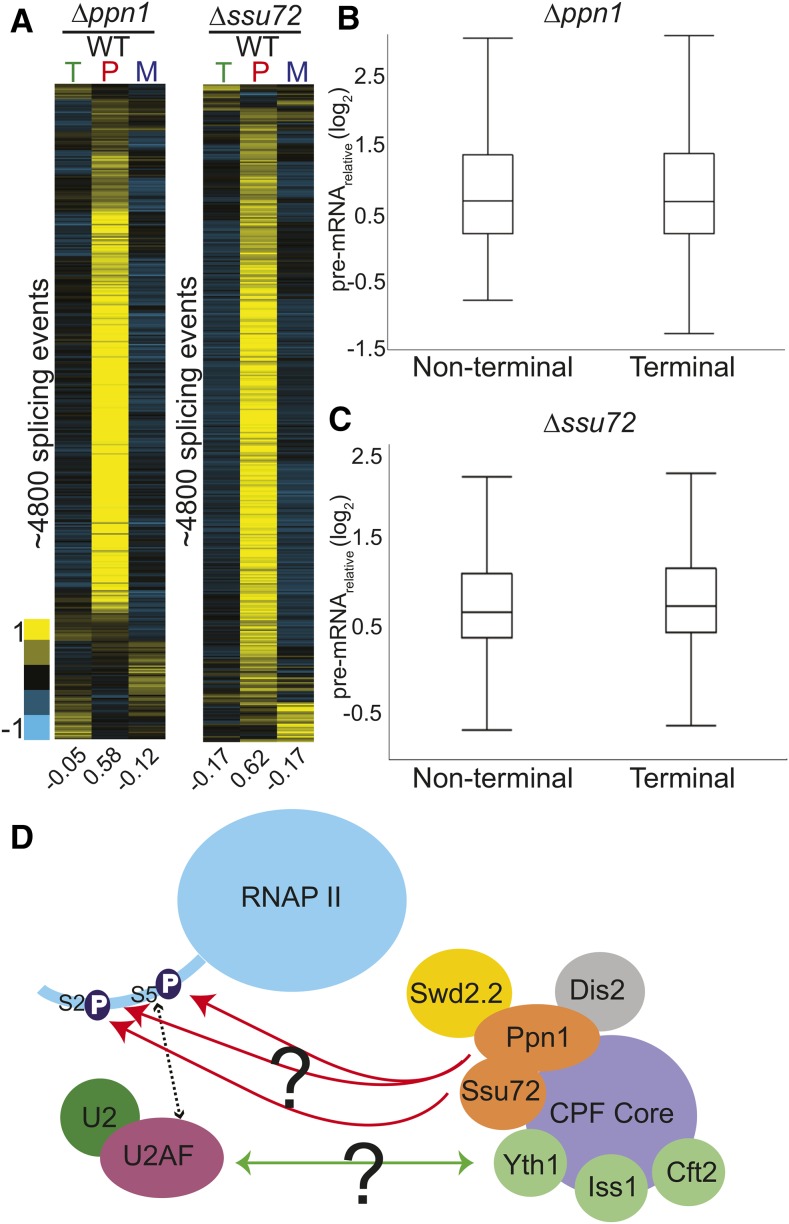
Deletions of 3ʹ end processing factors result in global splicing defects. Splicing sensitive microarrays for Δ*ppn1* (A) and Δ*ssu72* (B) strains each show broad splicing defects. Microarrays contain probes for quantification of total (T), pre-mRNA (P), and mature (M) mRNA levels. Splicing events from each array were clustered independently using hierarchical clustering and displayed for only those events for which data were available for all three probe types. (C) The pre-mRNA levels of terminal and nonterminal introns within multi-intronic genes were compared for each mutant, revealing no obvious difference between their behaviors. (D) Two potential mechanisms by which the CPF factors Ppn1 and Ssu72 may impact splicing are depicted: deletion of these factors could either prevent proper phosphorylation of the CTD tail and thus disrupt the interaction between U2AF and the CTD tail, or their absence from the CPF complex could disrupt physical interactions between splicing and cleavage and polyadenylation factors. Orange ovals represent CPF factors that cause significant splicing defects in our screen. Yellow ovals indicate factors that caused increases in pre-mRNA levels but were not deemed statistically significant. Green circles represent factors that have been shown in *S. cerevisiae* to cause splicing defects upon deletion. CPF, cleavage and polyadenylation factor complex; CTD, C-terminal domain; mRNA, messenger RNA; RNAP II, RNA polymerase II; WT, wild type.

In higher eukaryotes, where exons are short and introns can be extraordinarily long, spliceosome assembly is hypothesized to occur by exon definition, wherein recognition of a downstream 5ʹ splice site can facilitate recognition of an upstream 3ʹ splice site by cross-exon interactions. For terminal introns, where no downstream 5ʹ splice site exists, it has been demonstrated that components of the cleavage and polyadenylation machinery can serve to facilitate recognition of the terminal 3ʹ splice site in a process termed terminal exon definition. Although it has been thought that the short introns in yeast would not require cross-exon interactions for efficient splicing, several studies have demonstrated that components of the cleavage and polyadenylation machinery do impact pre-mRNA splicing in yeast (Albulescu *et al.* 2012; Baejen *et al.* 2014). Given the large number of multi-intronic genes in *S. pombe*, we sought to determine whether the extent to which the pre-mRNA increases detected in these 3ʹ end mutants were dependent upon the locations of the intron. Each intron in the genome was classified as being either the last annotated intron (terminal) or not the last (nonterminal). 

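In Δppn1, the median pre-mRNA was 0.35 over 363 terminal introns and 0.23 over 663 nonterminal introns, a difference of 0.12 on the log2 scale (0.12 and 0.13 on replicates 1 and 2). By limma's camera test across introns, this had p = 0.028 with the preset correlation and p = 0.66 with an estimated one. Without replicate 1, the camera test across introns gave p = 0.041 at the preset correlation, and without replicate 2 p = 0.10, and with pre-mRNA minus mature mRNA it gave p = 0.12. Within 187 genes with both kinds of intron, the terminal intron was higher by a median of 0.15 (95% interval 0.059 to 0.30). Here and below, such an interval comes from resampling the genes. It measures the spread over genes and holds no variation between arrays or cultures, so it is no test of the deletion. In Δssu72, the medians were 0.25 over 414 terminal and 0.16 over 750 nonterminal introns, a difference of 0.089, and limma's camera test across introns gave p = 0.067 and, with an estimated correlation, p = 0.72. At the preset correlation the same camera test across introns gave p = 0.034 in Δssu72 for pre-mRNA minus total mRNA and p = 0.044 for pre-mRNA minus mature mRNA. Within 222 genes the difference was 0.051 (0.033 to 0.12). Introns are not independent replicates, and the difference was above 0 in the other strains as well, up to 0.12 in the arrays labelled smd3. Within genes it was 0.18 in ΔSPAC20H4.06c (95% interval 0.11 to 0.26), more than in Δppn1, and the interval was above 0 in Δaar2, Δctr1, Δpwi1, Δash2, Δswd1 and the array labelled SPCC162.01c as well. A shift of 0.3 put into simulated data was found as 0.28.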

The pre-mRNA increases we observed for terminal introns were not obviously different from the increases seen for nonterminal introns, neither in the Δ*ssu72* nor the Δ*ppn1* strains (Figure 6, B and C and Figure S4).

The mechanistic bases by which Ssu72 and Ppn1 influence pre-mRNA splicing remain unclear. Although they are physically parts of the CPSF complex, both Ssu72 and Ppn1 are phosphatases that target the CTD of RNA Pol II. Ssu72 preferentially targets the Ser5P modification (Rosado-Lugo and Hampsey 2014), while Ppn1 acts upon both Ser2P and Ser5P via the PP1 Nuclear Targeting Subunit (PNUTS) complex (Washington *et al.* 2002; Ciurciu *et al.* 2013). Phosphorylation of Ser5 is generally associated with promoter proximal pausing, and its dephosphorylation is important for escape into productive elongation (Rosado-Lugo and Hampsey 2014). The Ser5 mark of the CTD has been shown to be important for efficient splicing in yeast and humans, perhaps by slowing or pausing the polymerase so as to allow more time for cotranscriptional splicing to occur (Millhouse and Manley 2005; Alexander *et al.* 2010; Nojima *et al.* 2015). Given these roles for Ssu72 and Ppn1, the changes in splicing efficiency that accompany their deletions may not be a result of defects in cleavage and polyadenylation activity *per se*, but rather changes in the CTD phosphorylation state. Alternatively, our understanding of the interactions between the cleavage and polyadenylation machinery and splicing may be incomplete, such that the interactions known to be important for terminal exon definition may, in fact, be important for general spliceosome assembly. In budding yeast, where introns are strongly biased toward the 5′ end of transcripts, mutations in the endonuclease Brr5/Ysh1, ortholog of human CPSF-73, yield a strong splicing defect (Noble and Guthrie 1996), highlighting the capacity of *bona fide* 3′ end processing factors to influence splicing at distances far removed from locations of cleavage and polyadenylation. Moreover, affinity capture and mass-spectrometry analysis of the *S. pombe* cleavage and polyadenylation factor complex reveals physical interactions between PPN1 and both of the SR-protein orthologs in the *S. pombe* genome (Vanoosthuyse *et al.* 2014). More experiments will be necessary to understand the mechanistic bases by which 3ʹ end processing and splicing impact one another in *S. pombe*.

### Conclusions

Here, we described the development and implementation of a sequencing-based reverse genetic screen to identify the complement of nonessential genes in the fission yeast *S. pombe* that impact pre-mRNA splicing. Our ability to positively identify both known and predicted splicing factors demonstrates the ability of this approach to identify splicing mutants among a collection of thousands of diverse strains. Moreover, the identification here of scores of factors previously unknown to impact splicing highlights the potential of this approach for *de novo* discovery. As with all genetic screens, further characterization of the individual factors identified here will be necessary to understand the mechanistic bases by which each of them impacts the splicing pathway. Nevertheless, the broad interconnectivity of RNA-processing pathways revealed in this work is testimony to the utility of *S. pombe* as a genetic system for studying these processes. Moreover, the recently solved EM structure of the *S. pombe* spliceosome (Yan *et al.* 2015) significantly enhances the ability of genetic data to inform about the mechanistic underpinnings of this process. Importantly, because many known components of the spliceosome are themselves essential, their functions have not been assessed in the work described here. The creation of a collection of conditional alleles of essential genes and their subsequent analysis, using methods similar to those described here will present the opportunity to explore those essential genes, and thus provide greater insight into the mechanisms of more complex splicing.

## Supplementary Material

Supplemental Material

# Supplementary material for: Interconnections Between RNA-Processing Pathways Revealed by a Sequencing-Based Genetic Screen for Pre-mRNA Splicing Mutants in Fission Yeast
**Source:** G3 (Bethesda). 2016 Mar 25;6(6):1513–23. doi: 10.1534/g3.116.027508
**Supplement:** Supplemental Material

Interconnections Between RNA-Processing Pathways Revealed by a Sequencing-Based Genetic Screen for Pre-mRNA Splicing Mutants in Fission Yeast — Supplemental Material 

# Interconnections Between RNA-Processing Pathways Revealed by a Sequencing-Based Genetic Screen for Pre-mRNA Splicing Mutants in Fission Yeast

## Supplemental Material for Larson, Fair, and Pleiss, 2016

**Files in this Data Supplement:**

- Figure S1 - RT-PCR amplicon sequencing accurately and precisely measures splicing efficiency in complex mixtures containing known abundances of different spliced isoforms. (.pdf, 31 KB)
- Figure S2 - Splice index measurements for *fet5*\_intron1 and *pwi1*\_intron2 are reproducible. (.pdf, 170 KB)
- Figure S3 - Heterochromatin factors show splicing defects for a subset of splicing events. (.pdf, 92 KB)
- Figure S4 - 3' end processing factors affect the splicing of both terminal and not terminal introns. (.pdf, 176 KB)
- Table S4 - Many candidates identified in our screen have no apparent *S. cerevisiae* homolog but have an apparent homolog in humans. (.pdf, 51 KB)
- Table S1 - Read counts for spliced and unspliced isoforms and Splice Indices for both *fet5*\_intron1 and *pwi1*\_intron2 are shown for each of the strains examined. (.xlsx, 910 KB)
- Table S2 - Primer sequences used. (.xlsx, 10 KB)
- Table S3 - Results of GO analysis of identified strains. (.xlsx, 26 KB)

# Supplementary material for: Interconnections Between RNA-Processing Pathways Revealed by a Sequencing-Based Genetic Screen for Pre-mRNA Splicing Mutants in Fission Yeast
**Source:** G3 (Bethesda). 2016 Mar 25;6(6):1513–23. doi: 10.1534/g3.116.027508
**Supplement:** Supplemental Material

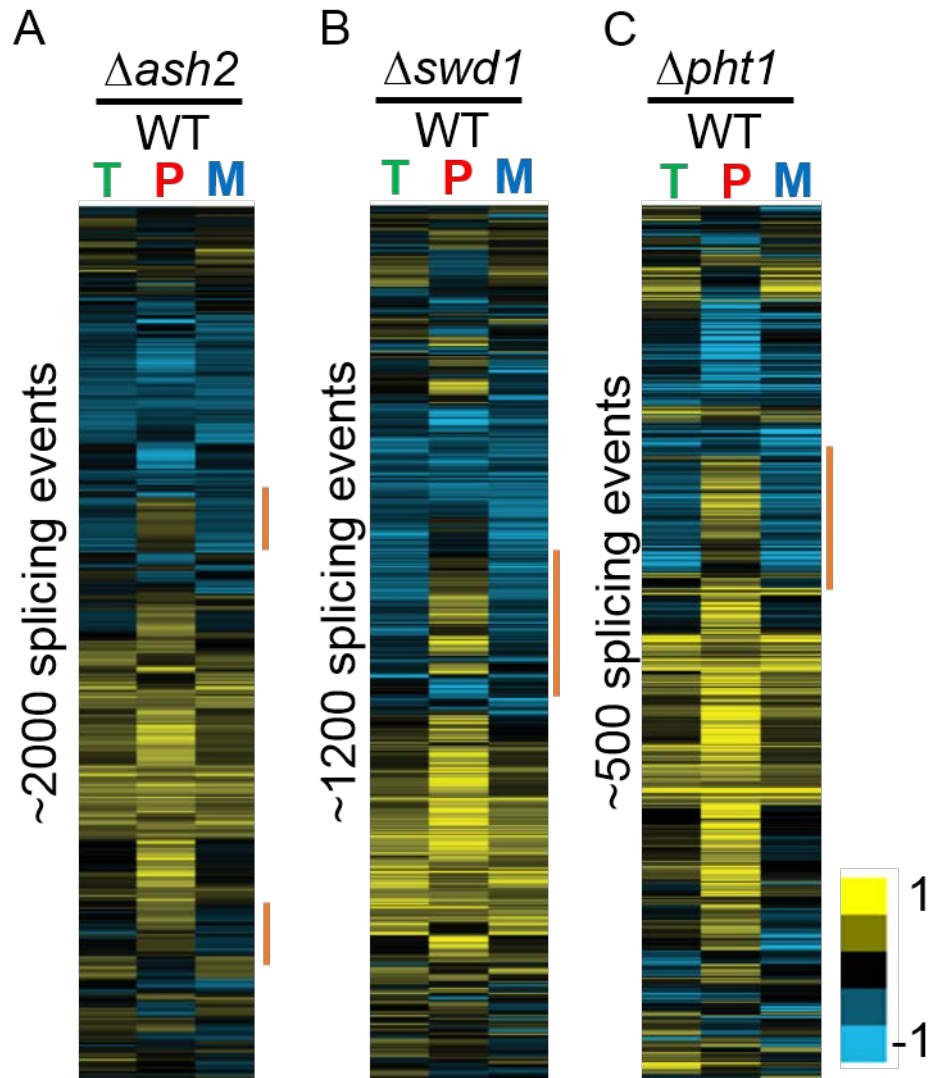

Figure S3: Heterochromatin factors show splicing defects for a subset of splicing events.

Splicing sensitive microarrays for the heterochromatin factors *ash2* (A), *swd1* (B), and *pht1* (C).

Each heatmap was independently organized using hierarchical clustering. The orange bar(s) in each panel indicate specific subsets of splicing events displaying canonical splicing defect phenotypes.

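Pre-mRNA was above 0 and mature mRNA below 0 for 547 of 2063 events in Δash2 (26.5%), 372 of 1239 in Δswd1 (30.0%) and 186 of 506 in Δpht1 (36.8%), where independent signs would give 32.7%, 35.8% and 39.1%. The opposite signs were found for 249, 127 and 57 events. No event passed limma's tests for both pre-mRNA and mature mRNA in that pattern in Δash2, Δswd1 or Δpht1. For SPCC417.09c_intron2 the values were 0.38 for pre-mRNA and -0.52 for mature mRNA in Δswd1, and 0.0097 and -1.21 in Δash2. Its ratio had adjusted p = 0.62 in Δswd1, and vps1302_intron3 in Δash2 had -0.64 for pre-mRNA and 0.44 for mature mRNA.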

How the deposited data were processed for this re-analysis (not part of the article)

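The authors deposited 1 log2 ratio per probe and array, deletion strain over wild type, in 2 tables whose 304160 cells were the same. The deletion strain was labelled with Cy3 and the wild type with Cy5. Cultures were grown at 30 °C in 25 ml to an A600 of 0.5. The scanner settings, background correction, normalization and the rule for empty values are not given in the sources used here. Of scale, centring and direction, the scale is given as log2 and the direction was checked on the deleted genes, while the centring is unknown.

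The median over all values of a deposited column was 0.0 on the replicate 2 arrays of all 8 strains with a pair of arrays. On the replicate 1 arrays it was -0.0097 for aar2, 0.0114 for ash2, -0.0118 for ctr1, -0.0089 for pht1, -0.0089 for ppn1, -0.0145 for pwi1, 0.0003 for smd3, -0.0025 for SPAC18G6.13, -0.0129 for SPAC20H4.06c, -0.0028 for SPCC162.01c, -0.0183 for ssu72 and -0.0266 for swd1. No further scaling was applied. The tables held 15208 probes and 536 control spots, and the control spots were left out of all tests. Empty values were kept as missing. Of 5279 gene identifiers, 4875 were matched to the gene table and 4032 had a symbol.

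Intron probes were read as pre-mRNA, exon–exon junction probes as mature mRNA and exon probes as total mRNA, and 4608 events had an intron and a junction probe. The ratio of pre-mRNA to mature mRNA was the difference of the 2 log2 ratios within each array. Each strain's mean was tested against 0 with limma 3.58.1, with 1 mean per strain over 20 arrays, so that strains with 1 array borrow the spread of the others. The Benjamini–Hochberg adjustment was made over the features of 1 type measured on all arrays of the strain, and an adjusted p under 0.05 was called. Strains were compared with the arrays labelled smd3 by contrasts in the same fit. Gene lists and terminal introns were tested with camera in limma, at a preset correlation of 0.01 and at an estimated one. Medians and shares of events were taken over events with all 3 probe types on every array of the strain.

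The checks on simulated data put changes into 200 features per strain. With 2 arrays, 0.463%, 9.61% and 80.7% of events changed by 0.5, 1 and 2 were found, and 0.0827% of 12092 unchanged events were called. With 1 array the shares were 0%, 0% and 7.08%. For total mRNA they were 23.9%, 77.9% and 95.6% with 2 arrays and 5.71%, 49.8% and 86.0% with 1. A list shifted by 0.4 had adjusted p = 2.8e-16 by camera, or 2.9e-12 with an estimated correlation, and 0 of 153 other list tests were called. The simulated noise was drawn independently for each probe, so it held no correlation between genes. On the measured arrays the estimated correlation of terminal introns was 0.36 in the main fit. These list checks therefore cannot show how often correlated lists are called wrongly. Nor can they show the power of the test with an estimated correlation. A terminal shift of 0.3 in ppn1 was found as 0.277, and as -0.0049 in ssu72, where none was put in.

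The genes and introns named were fixed by a rule written in advance. For each strain these are the 10 introns with the largest increase and the 5 with the largest decrease of the ratio past the test with 1 sign on every array, and 5 genes each way for total mRNA. The deleted gene, every gene and intron that the paper names, whose values there count as seen, and the 4 largest members past the test of each gene list complete the rule. The ura4 and mating-type genes were singled out after their values were seen.

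All 4 measures were tested and counted in all 12 strains. Counts of the ratio are given for every strain, and counts of introns, junctions and total mRNA are given for some strains only. That choice, and the choice of gene lists beside the conclusions, was made after the values were seen. So all fixed lists are given here, as the number of strains whose list was higher and lower at the preset correlation, out of 12 unless stated. For total mRNA these were 7 and 0 for subtelomeric, 10 and 0 for stress, 2 and 0 for iron, 4 and 0 for phosphate, 1 and 0 for mating and nitrogen response, 1 and 1 for meiotic genes silenced by RNA elimination, 3 and 0 for other meiotic genes, 0 and 9 for ribosomal protein, 1 and 9 for ribosome biogenesis, 0 and 6 for spliceosome, 0 and 0 for silencing complexes, 0 and 1 for Swr1 and Set1 complexes, and 0 and 1 of 10 strains for histones. An estimated correlation was obtained for all of these lists but histones, and with it 1 list test passed, stress in ash2. For the ratio they were 0 and 0 for ribosomal protein, 1 and 0 for spliceosome, 0 and 1 of 11 for ribosome biogenesis, 0 and 0 for silencing complexes, 0 and 0 of 10 for other meiotic genes, 0 and 0 of 7 for Swr1 and Set1 complexes, 0 and 0 of 4 for meiotic genes silenced by RNA elimination and 0 and 1 of 2 for subtelomeric. For the ratio, an estimated correlation was obtained only for the ribosomal protein and silencing complex lists, where no test passed at either correlation, so the 3 tests that passed at the preset correlation were not run with an estimated one. Summed over strains, the members past the test in total mRNA, higher and lower, were 37 and 8 for subtelomeric, 21 and 1 for stress, 6 and 0 for iron, 4 and 0 for phosphate, 11 and 13 for mating and nitrogen response, 0 and 10 for ribosomal protein, 2 and 10 for ribosome biogenesis and 0 and 8 for spliceosome. For the ratio they were 75 and 0 for ribosomal protein, 33 and 0 for spliceosome, 26 and 0 for ribosome biogenesis, 29 and 0 for silencing complexes and 16 and 0 for other meiotic genes. The glycolysis and retrotransposon lists had too few measured members to be tested.

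The analysis used R 4.3.3 and Python 3.11.15.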

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

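The tests of the ctr1 replicate 2 array, of the ura4 and mating-type genes and of dim probes on the ash2 and SPCC162.01c arrays alone were chosen only after their results were seen. The tests of dim probes on 19 arrays and of batch for the pre-mRNA medians were written before.

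Pre-mRNA medians lay above 0 in all 12 strains, a difference shared by strains with unrelated deleted genes, but with arrays centred on the exon probes the median of SPCC162.01c was -0.0062, with 49.3% of events above 0. Exon probes matched to the intron probes on the number of arrays with a value had a median under 0.5 of the intron probes' median on 18 of 19 arrays (-0.23 to 0.060 against 0.072 to 0.72 on those 18). On those 18 arrays this argues against a bias that goes with how often a probe had a value. Signal is not in the values used and was not matched, so a dye or background bias by signal stays open. That test left out the SPCC162.01c array in advance. On the ash2 and SPCC162.01c arrays the matched exon medians were 0.099 and 0.037 beside intron medians of 0.097 and 0.021, the lower ratio being 1.02, so a bias that goes with missing values stays open there as well. With the mean of the other strains' arrays of the same number taken off, the arrays of 1 strain correlated at 0.61 (median over 8 strains) and arrays of different strains at -0.084, a difference of 0.70, which argues against an array batch for the part that differs between strains. It was low in ctr1 (-0.25) and aar2 (0.19), and a shift that all strains share stays open. No biological explanation for the shared part was tested.

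The ctr1 exon probe read -0.86 on ctr1 replicate 2, which was singled out because replicate 1 read -4.71. It lay 0.19 above the lowest of the other strains' replicate 2 arrays, and after the common part was taken off all 7 of those arrays correlated with ctr1 replicate 1 at least as well as its own replicate 2 did (-0.25), so a mislabelled sample may be the cause. The test of an array batch also came out as that explanation needs, since across exon probes, with the common part left in, the replicate 2 array correlated best with its own replicate 1 array in 0 of 8 strains. As the cause of the ctr1 probe reading, an array batch is argued against: in the 5 other strains whose probe was low on replicate 1 it was low on replicate 2 too (-6.45 in aar2, -4.40 in ppn1, -4.04 in pwi1, -3.75 in SPAC20H4.06c and -3.64 in ssu72), the largest rise between the 2 arrays being 0.165, beside 3.84 in ctr1. A mislabelled sample stays open for the probe reading, and both explanations stay open for the likeness to the other replicate 2 arrays. No biological explanation was tested.

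The ura4 probe read at most -4.36 on 18 arrays other than smd3 replicate 1 and pwi1 replicate 1, and -0.45 on pwi1 replicate 1, a signal in genes the paper does not discuss. The M mating-type genes mat1-Mc and mfm2 read -0.32 and -0.21 on smd3 replicate 1, with mat1-Mc at -5.73 to -2.58 on 18 other arrays. On the other arrays with a value, the deletion strain had far less RNA of these genes than the wild type, whatever the deleted gene. Which channel sets smd3 replicate 1 and pwi1 replicate 1 apart cannot be told from a ratio. The test of a reference strain of another genotype on most arrays did not tell it apart from other causes. The higher ratio of the first to the second array's correlation with the other strains was 0.503 (pwi1), and the tested bound was under 0.5. For smd3 the ratio was -0.17, with correlations of -0.13 on replicate 1 and 0.77 on replicate 2. For pwi1 the correlations were 0.42 and 0.84. So smd3 met the bound, and pwi1 missed it narrowly. A mislabelled pwi1 replicate 1 is argued against by its pwi1 probe, 1.43 below the lowest of the other strains (a difference of -1.43), which speaks only to that array. No biological explanation was tested.

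Other results stood out by their values. The exon probe of SPCC162.01c read 0.59 on the array labelled with its deletion. Pre-mRNA was higher in pwi1 than on the arrays labelled smd3 for 23 introns, by limma's contrast, and for 2 without pwi1 replicate 1, 10 without pwi1 replicate 2 and 7 without smd3 replicate 1. In genes outside those the paper discusses, 11 of 79 subtelomeric genes rose in total mRNA in ctr1, and 0 without replicate 1 or 19 without replicate 2, with adjusted p = 0.63 for the list by camera with an estimated correlation. In ssu72, 0 of 14 meiotic genes silenced by RNA elimination passed the test, 10 rose when adjusted over the list alone, and the list had adjusted p = 3.6e-07 by camera, or adjusted p = 0.39 with an estimated correlation. With the replicate number as a block, 7 of these genes rose. The ratio of tom20_intron1 was 3.24 to 5.84 on 18 arrays, -0.21 on smd3 replicate 1 and 0.88 on pwi1 replicate 1.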

How the results depend on the processing

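Strain names stand for the arrays so labelled, since the exon probe of the deleted gene did not bear out the labels of both smd3 arrays, both SPAC18G6.13 arrays, the SPCC162.01c array and ctr1 replicate 2. The alternatives were set before the data were examined, except leaving out the doubted arrays and, for counts, taking off the other strains' mean. Of 1006 values of 151 reported results under alternatives, 606 were called the same. For p this means the same side of the threshold with no turn of a called direction, and for counts within 1.5 times. Medians, shares, differences and correlations had to stay within the SD between arrays. A strain's median could change sign within it, as that of pre-mRNA in SPCC162.01c did, from 0.027 to -0.0062 when centred. Of 398 named genes and introns past the test, 0 turned direction in 3151 values, and 672 values were no longer past it, 255 of 328 without replicate 1, 182 of 328 without replicate 2, 146 of 398 with trend and robust estimation and 82 of 328 with the strain's own arrays only. The naming rule asked for 1 sign on every array for the largest changes, so leaving out an array could not turn those. The 0 turns are thus in part set in advance. Among all 453 named genes and introns, 17 values passed the test only under an alternative and 7 changed sign. The second deposited table and the median of the probes of 1 event changed none of the 82 values they apply to. The second table holds the same values and could not change any, and the median of the probes gave the same medians per strain. Pre-mRNA alone changed none of the 3 overlap values. Scanner values and slide or scan dates were not used here, so background correction from the scanner values and the slide as a block were not run, and a comparison by intron length, position and splice site was not run because no intron sequence came with the sources used here. Signal over background is not in the values used, so it is not known how far it limits the intron probes. A strain with 1 array left is tested with the spread pooled over strains, the lone array being assumed to vary like the others. Where a setting is given without a reason by its construction, the cause was not tested.

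As reported, the higher and lower counts of events by the ratio of pre-mRNA to mature mRNA were 1117 and 4 in smd3, 98 and 1 in aar2, 232 and 3 in pwi1, 147 and 1 in SPAC20H4.06c, 0 and 0 in SPCC162.01c, 364 and 16 in ctr1, 438 and 19 in SPAC18G6.13, 166 and 3 in ppn1, 0 and 0 in ssu72, 0 and 0 in ash2, 0 and 0 in swd1 and 3 and 0 in pht1. For introns by pre-mRNA they were 1079 and 14 in smd3 and 120 and 0 in aar2, for junctions by mature mRNA 87 and 840 in smd3, 0 and 0 in SPAC20H4.06c, 23 and 69 in ctr1 and 8 and 105 in SPAC18G6.13, and for genes by total mRNA 11 and 12 in SPCC162.01c, 20 and 22 in ssu72, 10 and 2 in ash2, 78 and 42 in swd1 and 49 and 130 in pht1.

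With trend and robust estimation of the spread, higher and lower counts of events by the ratio of pre-mRNA to mature mRNA were 0 and 0 in aar2, 83 and 1 in SPAC20H4.06c, 432 and 29 in SPAC18G6.13, 104 and 4 in ppn1, 1 and 0 in ssu72, 0 and 1 in ash2 and 6 and 2 in pht1. Counts of introns by pre-mRNA were 5 and 0 in aar2. Counts of genes by total mRNA were 23 and 22 in SPCC162.01c, 10 and 6 in ssu72, 0 and 1 in ash2, 24 and 16 in swd1 and 24 and 95 in pht1. Counts of junctions by mature mRNA were 0 and 0 in ctr1 and 0 and 28 in SPAC18G6.13. Of 46 values under this setting, 23 stayed the same. 

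With the replicate number as a replicate block, higher and lower counts of junctions by mature mRNA were 152 and 1164 in smd3, 4 and 9 in SPAC20H4.06c, 170 and 519 in ctr1 and 65 and 278 in SPAC18G6.13. Counts of events by the ratio of pre-mRNA to mature mRNA were 217 and 4 in aar2, 308 and 6 in pwi1, 194 and 3 in SPAC20H4.06c, 233 and 6 in ppn1, 3 and 1 in ssu72, 0 and 1 in ash2 and 1 and 1 in swd1. Those of introns by pre-mRNA were 95 and 2 in aar2. Those of genes by total mRNA were 208 and 318 in SPCC162.01c, 158 and 149 in ssu72, 30 and 12 in ash2, 239 and 140 in swd1 and 127 and 217 in pht1. The adjusted p by camera was 0.018 for the ribosomal protein list (ratio) in smd3 and 0.073 for the iron list (total mRNA) in SPCC162.01c. The number of list members that rose was 3 for the iron list (total mRNA) in SPCC162.01c, 28 for the subtelomeric list (total mRNA) in ctr1, 17 for the ribosomal protein list (ratio) in ctr1, 7 for the stress list (total mRNA) in SPAC18G6.13, 7 for the meiotic genes silenced by RNA elimination list (total mRNA) in ssu72 and 10 for the subtelomeric list (total mRNA) in swd1. The ratio of a named event, now of the other sign, was -0.14 for utp14_intron1 in ash2. The number of list members that fell was 5 for the ribosome biogenesis list (total mRNA) in swd1. Of 78 values under this setting, 41 stayed the same.  Taken over all probes, the differences of replicate 2 minus replicate 1 of a pair of strains correlated at 0.080 to 0.77 over 28 pairs of strains, 2 of them at or under 0.1. The main fit takes the arrays to share only a number, a choice that these correlations do not bear out. By correlation, 13 of 16 arrays matched best an array of the same number, and 2 matched best the other array of their strain, a hint from the data and not from the design. Only the replicate 2 columns had a median of 0.0 over all values, so the arrays of each number may have been processed apart. The 4 strains with 1 array have replicate 1 alone, so for them an effect of the number cannot be told apart from the deletion.

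Without the doubted arrays, higher and lower counts of events by the ratio of pre-mRNA to mature mRNA were 618 and 11 in aar2, 499 and 9 in pwi1, 341 and 5 in SPAC20H4.06c, 1084 and 92 in ctr1, 386 and 10 in ppn1, 96 and 8 in ssu72, 4 and 2 in ash2, 15 and 2 in swd1 and 45 and 8 in pht1. For introns by pre-mRNA they were 600 and 44 in aar2. Those of junctions by mature mRNA were 0 and 1 in SPAC20H4.06c and 31 and 374 in ctr1. For genes by total mRNA they were 32 and 25 in ssu72, 20 and 7 in ash2, 127 and 58 in swd1 and 89 and 135 in pht1. The number of list members that rose was 24 for the subtelomeric list (total mRNA) in ctr1, 30 for the ribosomal protein list (ratio) in ctr1, 2 for the stress list (total mRNA) in ash2, 11 for the subtelomeric list (total mRNA) in swd1 and 25 for the subtelomeric list (total mRNA) in pht1. Of 52 values under this setting, 20 stayed the same. This alternative was chosen after seeing the data, and fewer arrays are fitted.

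With each array minus the other strains' mean, higher and lower counts of events by the ratio of pre-mRNA to mature mRNA were 636 and 7 in smd3, 0 and 0 in aar2, 30 and 0 in pwi1, 10 and 0 in SPAC20H4.06c, 0 and 2 in SPCC162.01c, 0 and 0 in ctr1, 3 and 2 in SPAC18G6.13, 0 and 0 in ppn1, 0 and 4 in ssu72 and 0 and 0 in pht1. Counts of introns by pre-mRNA were 513 and 10 in smd3 and 0 and 0 in aar2. Counts of genes by total mRNA were 100 and 150 in SPCC162.01c, 9 and 4 in ssu72, 0 and 1 in ash2, 0 and 2 in swd1 and 4 and 40 in pht1. For junctions by mature mRNA they were 0 and 0 in ctr1 and 0 and 9 in SPAC18G6.13. The correlation across events was 0.29 for ctr1 with SPAC18G6.13, 0.36 for ctr1 with SPAC20H4.06c and 0.20 for SPAC18G6.13 with SPAC20H4.06c. Of 49 values under this setting, 13 stayed the same. For counts, the mean was that of the other strains' arrays of the same replicate number. For the correlations it was that of the strains outside the pair, whatever the number, so an effect of the number stays in. For counts, though not for the correlations, this alternative was chosen after seeing the data. A change common to all strains is taken off by construction.

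With the strain's own arrays only in the fit, higher and lower counts of junctions by mature mRNA were 11 and 349 in smd3, 141 and 287 in SPAC20H4.06c, 0 and 0 in ctr1 and 9 and 69 in SPAC18G6.13. Those of events by the ratio of pre-mRNA to mature mRNA were 264 and 4 in aar2, 433 and 6 in pwi1, 445 and 9 in SPAC20H4.06c, 3 and 1 in ctr1, 592 and 33 in SPAC18G6.13, 127 and 1 in ppn1 and 212 and 24 in ssu72. Those of introns by pre-mRNA were 553 and 43 in aar2. Those of genes by total mRNA were 39 and 13 in ssu72. Of 30 values under this setting, 7 stayed the same. 

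With only features measured on all 20 arrays, higher and lower counts of events by the ratio of pre-mRNA to mature mRNA were 190 and 1 in smd3, 73 and 0 in aar2, 71 and 1 in pwi1, 50 and 0 in SPAC20H4.06c, 108 and 0 in ctr1, 101 and 3 in SPAC18G6.13, 48 and 0 in ppn1 and 1 and 0 in ssu72. For introns by pre-mRNA they were 213 and 6 in smd3 and 80 and 4 in aar2. For genes by total mRNA they were 18 and 24 in SPCC162.01c, 11 and 12 in ssu72 and 2 and 1 in ash2. The median total mRNA was -0.093 in smd3, -0.043 in pwi1, -0.025 in SPAC20H4.06c, -0.017 in ctr1, -0.0077 in SPAC18G6.13 and -0.081 in ssu72. The median pre-mRNA was 0.84 in smd3 and 0.41 in aar2. The median mature mRNA was -0.44 in smd3, -0.16 in aar2, -0.17 in pwi1, -0.14 in SPAC20H4.06c, -0.015 in SPCC162.01c and -0.16 in SPAC18G6.13. Of 82 values under this setting, 45 stayed the same. Fewer features are tested by construction.

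With a change of at least 1.5-fold required, higher and lower counts of junctions by mature mRNA were 41 and 628 in smd3. Of 46 values under this setting, 45 stayed the same. The requirement is stricter by construction.

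With each array centred on the exon probes' median, higher and lower counts of genes by total mRNA were 20 and 28 in SPCC162.01c. The median total mRNA was 0.036 in pwi1 and -0.016 in SPAC18G6.13. The number of list members that rose was 2 for the iron list (total mRNA) in SPCC162.01c and 1 for the meiotic genes silenced by RNA elimination list (total mRNA) in ssu72. The median mature mRNA was -0.16 in SPAC18G6.13 and -0.028 in ssu72. Of 114 values under this setting, 106 stayed the same. 

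With at least 0.2 on the log2 scale in both, the share of events with pre-mRNA above and mature mRNA below 0 was 45.8% in smd3, 16.3% in aar2, 23.8% in SPAC20H4.06c, 5.47% in SPCC162.01c, 7.42% in ash2, 11.9% in swd1 and 18.2% in pht1. The share with the opposite signs was 0.393% in smd3 and 1.42% in SPCC162.01c. Of 9 values under this setting, 0 stayed the same. Fewer events count as changed by construction.

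With each minus the total of its gene, the share of events with pre-mRNA above and mature mRNA below 0 was 70.6% in smd3 and 62.1% in SPAC20H4.06c. Of 9 values under this setting, 7 stayed the same. 

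With pre-mRNA minus mature instead of pre-mRNA alone, higher and lower counts of introns with pre-mRNA higher and lower than on the arrays labelled smd3 were 0 and 266 in aar2, 18 and 172 in pwi1, 8 and 163 in SPAC20H4.06c, 4 and 179 in ctr1, 1 and 50 in SPAC18G6.13, 0 and 190 in ppn1 and 2 and 357 in ssu72. The median difference from smd3 was -0.62 in aar2, -0.66 in pwi1, -0.65 in SPAC20H4.06c, -0.61 in SPAC18G6.13, -0.64 in ppn1 and -0.83 in ssu72. The difference between terminal and nonterminal introns was 0.14 in ppn1. The p of terminal against nonterminal introns was 0.12 in ppn1 and 0.044 in ssu72. Of 25 values under this setting, 8 stayed the same. 

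With pre-mRNA minus total instead of pre-mRNA alone, higher and lower counts of introns with pre-mRNA higher and lower than on the arrays labelled smd3 were 0 and 46 in aar2, 6 and 22 in pwi1, 1 and 27 in SPAC20H4.06c, 0 and 37 in ctr1, 0 and 14 in SPAC18G6.13, 1 and 54 in ppn1 and 3 and 204 in ssu72. The difference between terminal and nonterminal introns was 0.14 in ppn1 and 0.11 in ssu72. The median difference from smd3 was -0.53 in ssu72. The p of terminal against nonterminal introns was 0.034 in ssu72. Of 28 values under this setting, 11 stayed the same. 

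Compared within genes, the difference between terminal and nonterminal introns was 0.15 in ppn1 and 0.051 in ssu72. Of 2 values under this setting, 0 stayed the same. 

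With the estimated correlation in camera, the adjusted p by camera was 0.52 for the iron list (total mRNA) in SPCC162.01c, 0.63 for the subtelomeric list (total mRNA) in ctr1, 0.070 for the stress list (total mRNA) in SPAC18G6.13, 0.22 for the stress list (total mRNA) in ppn1, 0.39 for the meiotic genes silenced by RNA elimination list (total mRNA) in ssu72, 0.60 for the subtelomeric list (total mRNA) in swd1, 0.39 for the iron list (total mRNA) in swd1, 0.52 for the ribosome biogenesis list (total mRNA) in swd1, 0.52 for the subtelomeric list (total mRNA) in pht1 and 0.60 for the ribosome biogenesis list (total mRNA) in pht1. The p of terminal against nonterminal introns was 0.66 in ppn1. The number of list tests past the threshold was 1 for total mRNA. Of 17 values under this setting, 5 stayed the same. An estimated correlation was obtained for every total mRNA list but histones, and for the ratio only for the ribosomal protein and silencing complex lists, so none of the 3 ratio list tests past the threshold at the preset correlation has a value under this setting.

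For events by the ratio of pre-mRNA to mature mRNA, the higher and lower counts without replicate 1 and without replicate 2 were 993 and 2 against 743 and 4 in smd3, 0 and 0 against 0 and 0 in aar2, 36 and 0 against 45 and 0 in pwi1, 0 and 0 against 0 and 0 in SPAC20H4.06c, 0 and 0 against 1035 and 83 in ctr1, 2 and 0 against 164 and 9 in SPAC18G6.13 and 0 and 0 against 44 and 0 in ppn1. For introns by pre-mRNA, the higher and lower counts without replicate 1 and without replicate 2 were 844 and 4 against 574 and 3 in smd3 and 0 and 0 against 6 and 0 in aar2. For junctions by mature mRNA, the higher and lower counts without replicate 1 and without replicate 2 were 71 and 545 against 52 and 675 in smd3, 0 and 1 against 16 and 331 in ctr1 and 0 and 1 against 1 and 21 in SPAC18G6.13. For genes by total mRNA, the higher and lower counts without replicate 1 and without replicate 2 were 39 and 72 against 7 and 0 in ssu72.

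For introns with pre-mRNA higher and lower than on the arrays labelled smd3, the counts without the strain's replicate 1, without its replicate 2, without smd3 replicate 1 and without smd3 replicate 2 were 0 and 38, 0 and 60, 0 and 55 and 3 and 109 in aar2, 2 and 2, 10 and 16, 7 and 21 and 23 and 61 in pwi1, 0 and 20, 1 and 13, 0 and 30 and 8 and 47 in SPAC20H4.06c, 4 and 537, 114 and 133, 0 and 31 and 11 and 73 in ctr1, 0 and 1, 2 and 18, 0 and 17 and 2 and 43 in SPAC18G6.13, 0 and 0, 1 and 23, 0 and 12 and 2 and 41 in ppn1 and 5 and 138, 3 and 191, 2 and 226 and 10 and 172 in ssu72.

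Leaving out 1 array, the median pre-mRNA ran over 0.56 to 0.63 in smd3, 0.18 to 0.36 in SPAC18G6.13 and 0.15 to 0.34 in ssu72. The median mature mRNA ran over -0.24 to -0.24 in smd3, -0.11 to -0.092 in SPAC20H4.06c, -0.14 to -0.022 in ctr1, -0.10 to -0.10 in SPAC18G6.13 and -0.056 to -0.031 in ssu72. The share of events with pre-mRNA above and mature mRNA below 0 ran over 57.9% to 59.9% in smd3, 34.4% to 42.1% in aar2 and 48.0% to 52.8% in SPAC20H4.06c. The share with the opposite signs ran over 3.49% to 5.42% in smd3. The adjusted p by camera ran over 4.0e-05 to 0.068 for the ribosomal protein list (ratio) in smd3, 0.0057 to 0.21 for the spliceosome list (ratio) in smd3, 1.2e-13 to 0.55 for the subtelomeric list (total mRNA) in ctr1, 0.00033 to 0.70 for the ribosomal protein list (ratio) in ctr1 and 0.0021 to 0.79 for the ribosomal protein list (ratio) in SPAC18G6.13. The number of list members that rose ran over 6 to 11 for the spliceosome list (ratio) in smd3, 0 to 19 for the subtelomeric list (total mRNA) in ctr1, 0 to 27 for the ribosomal protein list (ratio) in ctr1, 0 for the stress list (total mRNA) in SPAC18G6.13, 0 to 5 for the ribosomal protein list (ratio) in SPAC18G6.13 and 0 for the stress list (total mRNA) in ppn1. The median total mRNA ran over -0.037 to 0.026 in aar2, -0.011 to 0.015 in pwi1, 0.014 to 0.021 in SPAC20H4.06c, 0.00086 to 0.022 in ctr1, 0.017 to 0.031 in SPAC18G6.13 and -0.036 to 0.023 in ssu72. The ratio of a named event, now of the other sign, ran over -0.30 to 0.61 for utp14_intron1 in aar2, -0.15 to 0.12 for SPCC417.09c_intron2 in pwi1, -0.037 to 0.66 for SPCC417.09c_intron2 in SPAC18G6.13, -0.22 to 0.78 for SPCC417.09c_intron2 in ssu72, -0.16 to 0.49 for cnd1_intron1 in ssu72 and -0.21 to 0.0011 for git7_intron2 in ssu72. The median difference from smd3 ran over -0.47 to -0.29 in pwi1, -0.63 to 0.034 in ctr1 and -0.54 to -0.43 in ssu72. The correlation across events ran over 0.36 to 0.57 for ctr1 with SPAC18G6.13 and 0.54 to 0.64 for ctr1 with SPAC20H4.06c. The difference between terminal and nonterminal introns ran over 0.10 to 0.10 in ppn1 and 0.038 to 0.11 in ssu72. The p of terminal against nonterminal introns ran over 0.041 to 0.10 in ppn1. Of 126 values without replicate 1, 47 stayed the same, and of 126 without replicate 2, 61. The arrays are fewer by construction.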

Differences from the paper's values

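A median is given here as differing where its sign was not the paper's or where the gap was larger than the SD between the medians of the 2 arrays of the strain (the pooled SD for SPCC162.01c), and a number of events where 1 value was over 1.5 times the other. By these rules the pre-mRNA medians of 0.43 in ctr1 (the paper's about 0.66 in Fig. 5A, SD 0.48) and 0.33 in pwi1 (the paper's about 0.47 in Fig. 4B, SD 0.16), both read by eye, do not differ, and a value that does not differ can still lie far from the paper's where the SD is large.

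The median log2 ratio of total mRNA was 0.0152 in pwi1 (the paper's about -0.09 in Fig. 4B), 0.00849 in SPAC20H4.06c (the paper's about -0.14 in Fig. 4C), 0.00123 in SPCC162.01c (the paper's about 0.06 in Fig. 4C), 0.00590 in ctr1 (the paper's about -0.01 in Fig. 5A), 0.0190 in SPAC18G6.13 (the paper's about -0.06 in Fig. 5B), 0.0257 in ppn1 (the paper's about -0.05 in Fig. 6A) and -0.0366 in ssu72 (the paper's about -0.17 in Fig. 6A), all of the paper's values read by eye. Of the alternatives set before the data were examined, those that did not differ by these rules were centring on the exon probes (-0.00703 in ctr1), only events measured on all 20 arrays (-0.0171 in ctr1) and without ppn1 replicate 2 (-0.0150 in ppn1), and the others differed as well.

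The median log2 ratio of pre-mRNA was 0.714 in smd3 (the paper's about 0.51 in Fig. 4B), 0.31 in ppn1 (the paper's about 0.58 in Fig. 6A) and 0.195 in ssu72 (the paper's about 0.62 in Fig. 6A), all of the paper's values read by eye. Of the alternatives set before the data were examined, those that did not differ by these rules were without smd3 replicate 2 (0.56 in smd3), only events measured on all 20 arrays (0.37 in ppn1) and without ppn1 replicate 2 (0.46 in ppn1), and the others differed as well.

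The median log2 ratio of mature mRNA was -0.26 in smd3 (the paper's about -0.16 in Fig. 4B), -0.0861 in pwi1 (the paper's about -0.17 in Fig. 4B), -0.12 in SPAC20H4.06c (the paper's about -0.17 in Fig. 4C), -0.126 in SPAC18G6.13 (the paper's about -0.09 in Fig. 5B) and -0.0542 in ssu72 (the paper's about -0.17 in Fig. 6A), all of the paper's values read by eye. Of the alternatives set before the data were examined, those that did not differ by these rules were only events measured on all 20 arrays (-0.17 in pwi1), and the others differed as well.

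The number of splicing events with all 3 probe types was 1782 in smd3 (the paper's about 4800 in Fig. 4B), 2735 in aar2 (the paper's about 4800 in Fig. 4B), 1571 in pwi1 (the paper's about 4800 in Fig. 4B), 829 in SPAC20H4.06c (the paper's about 4800 in Fig. 4C), 1537 in ctr1 (the paper's about 4800 in Fig. 5A), 1502 in SPAC18G6.13 (the paper's about 4800 in Fig. 5B), 1092 in ppn1 (the paper's about 4800 in Fig. 6A) and 1300 in ssu72 (the paper's about 4800 in Fig. 6A), all of the paper's values read by eye. Of the alternatives set before the data were examined, those that did not differ by these rules were without aar2 replicate 2 (3806 in aar2), and the others differed as well. The counts here hold only events with all 3 probe types on every array of the strain. Replicates 1 and 2 alone gave 2158 and 2661 in smd3 and 3806 and 2979 in aar2. The paper does not state that every array had to have a value. Its about 4800, read by eye, is also above the 4608 events available here. The sets of events are thus unlike, and these counts cannot be compared directly.

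Figure values were read by eye from panels, and no threshold is stated for them. The main medians here are over events measured on every array of the strain, and the paper does not state such a rule. A difference in a median may therefore come in part from unlike sets of events. The alternatives are centring on the exon probes, the other deposited table, the median of the probes of 1 event, only events measured on all 20 arrays, and leaving out either replicate.

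For the array labelled SPCC162.01c, the paper describes about as many events of either pattern, and 1080 events had pre-mRNA above and mature mRNA below 0 where 496 had the opposite (24.4% and 11.2% of 4423), and 5.47% and 1.42% with at least 0.2 on the log2 scale in both. The legend to Fig. 4C gives the orange bar as events of lower splicing efficiency, and on that array vps1302_intron3 had -0.17 for pre-mRNA and 0.18 for mature mRNA, utp14_intron1 -0.14 and 0.16 and fim1_intron2 -0.13 and 0.026. The purple events had the other direction, with SPCC417.09c_intron2 at 0.31 and -0.53. None of these ratios passed the test.

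The paper puts the number of events affected in the known splicing mutants at a similar level, and by limma 61.4% of tested events rose on the arrays labelled smd3, 3.54% in aar2 and 14.4% in pwi1. The paper gives no test for it, and the shares by limma depend on the size and spread of the changes. By sign, pre-mRNA was above 0 for 88.8%, 73.3% and 82.8% of events, which goes the way the paper states. Over events measured on all 20 arrays, 190, 73 and 71 rose by limma. Without the doubted arrays, an alternative chosen after seeing the values that leaves out smd3 itself, 618 events rose in aar2 and 499 in pwi1. The paper places pre-mRNA in SPAC20H4.06c, ppn1 and ssu72 at the level of smd3, and the median difference from smd3 was -0.33, -0.37 and -0.55, with 69, 100 and 316 introns lower. Within replicates 1 and 2 it was -0.24 and -0.41, -0.21 and -0.54, and -0.51 and -0.50. These counts fell when an array was left out. In ssu72, which the paper gives as affecting a large part of the events, 0 of 1332 passed the limma test of the ratio and 202 were at an unadjusted p under 0.05. With the strain's own arrays only, 212 rose and 24 fell in ssu72, and without the doubted arrays, chosen after seeing the values, 96 rose and 8 fell. In that strain 72.2% of events had pre-mRNA above 0, which goes the way the paper states.

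The paper states that mature mRNA decreased in SPAC20H4.06c. The median was -0.12 and 67.7% of events were below 0, which goes the same way, but 0 of 4098 junctions passed limma's test, with 640 at an unadjusted p under 0.05. With the strain's own arrays only, 287 fell and 141 rose, with a replicate block 9 fell and 4 rose, and without the doubted arrays, chosen after seeing the values, 1 fell and 0 rose. For terminal introns the paper finds no clear difference, and in ppn1 they were higher by 0.12 with p = 0.028 at the preset correlation, though p = 0.66 with an estimated correlation.

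For the screened introns, the paper names aar2 among the strains with more of both precursors. In its Table S1, of which the copy used here holds the first 1897 of 3193 rows, the log2 relative splice index of pwi1_intron2 in aar2 is -0.304 and its corrected p is 1.03, a value that a p cannot take. For ctr1, which the paper gives as changed in both introns, the corrected p is 0.520 for pwi1_intron2, and on the arrays the ratio of that intron was 0.63 with adjusted p = 0.16 by limma. Its pre-mRNA and mature mRNA were 0.89 and -0.33 on ctr1 replicate 1. They were -0.39 and -0.44 on replicate 2, whose label the ctr1 exon probe did not bear out.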

Other observations

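The tests in this part were planned, while the list and the genes given were picked from the fixed lists and the naming rule after their values were seen. Some genes near chromosome ends rose in total mRNA in ctr1, and the list was higher at the preset correlation in 7 of 12 strains, with larger medians in pht1 (1.04), swd1 (0.80) and SPAC20H4.06c (0.62). In ctr1, of 79 subtelomeric genes, 11 rose and none fell (26 and 1 adjusted over the list alone), with a median of 0.61 and adjusted p = 3.6e-07 by camera, or adjusted p = 0.63 with an estimated correlation. The largest rises in the list were those of aes1 (SPBPB21E7.07) at 5.31 (SE 1.12, adjusted p = 0.034), SPBPB21E7.08 at 2.59 (SE 0.66, adjusted p = 0.048) and ftm1 (SPAC977.01) at 2.53 (SE 0.46, adjusted p = 0.026). These 3 genes were also above 0 on most arrays of the other strains, with medians of 4.33 (17 of 18 arrays), 1.42 (16 of 18) and 1.60 (16 of 18). Without replicate 1 the adjusted p was 0.55 and 0 members rose, and without replicate 2 it was 1.2e-13 and 19 rose.

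Single genes moved in total mRNA in several strains, some of them on nearly all arrays. The hexose transporter gene ght5 rose by 2.41 on the arrays labelled smd3, in addition to its rise in ppn1 and on the arrays labelled SPAC18G6.13, and fell on the array labelled SPCC162.01c, the only 1 of 20 arrays below 0. The ribosomal protein gene rpl1603 (SPBC2G2.05) was below 0 on all 20 arrays, with a median of -1.01 on the arrays other than those labelled smd3, where it fell by 1.70. For cmt2 (SPBPB21E7.04c), above 0 on 16 of 18 arrays, the rise was 3.67 on the arrays labelled smd3, 5.57 in swd1 and 5.96 in pht1. The alanine racemase gene alr2 (SPBC359.02) rose by 4.19 in ash2 and 4.22 in swd1, with 1 array each, beside a median of 1.11 on the other arrays. In swd1, alp6 (SPBC428.20c), a gene of the γ-tubulin complex, fell by 1.71 (SE 0.21, adjusted p = 0.0042), where the median of the other arrays was 0.13. In pht1, jmj4 (SPCC622.19) fell by 1.87 (SE 0.31, adjusted p = 0.010), and it was below 0 on all 20 arrays (median of the others -0.64). On the arrays labelled SPAC18G6.13, rds1 (SPAC343.12) fell by 2.35 (SE 0.20, adjusted p = 0.00037), and it was below 0 on all 19 arrays with a value (median of the others -0.93). In pwi1, sec8 (SPCC970.09), an exocyst gene, rose by 1.16 (SE 0.18, adjusted p = 0.045), where the median of the other arrays was 0.25.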
